# Single-cell RNA sequencing identifies *Fgf23*-expressing osteocytes in response to 1,25-dihydroxyvitamin D_3_ treatment

**DOI:** 10.3389/fphys.2023.1102751

**Published:** 2023-01-27

**Authors:** Ayako Hanai, Ayako Kawabata, Kenta Nakajima, Kazuhiro Masuda, Itaru Urakawa, Masahiro Abe, Yuji Yamazaki, Seiji Fukumoto

**Keywords:** FGF23, osteocyte, single-cell RNA sequencing, femur, transcriptome, gene expression, 1,25-dihydroxyvitamin D_3_ (calcitriol)

## Abstract

Fibroblast growth factor 23 (FGF23), a hormone, mainly produced by osteocytes, regulates phosphate and vitamin D metabolism. By contrast, 1,25-dihydroxyvitamin D_3_, the active form of vitamin D, has been shown to enhance FGF23 production. While it is likely that osteocytes are heterogenous in terms of gene expression profiles, specific subpopulations of *Fgf23*-expressing osteocytes have not been identified. Single-cell RNA sequencing (scRNA-seq) technology can characterize the transcriptome of an individual cell. Recently, scRNA-seq has been used for bone tissue analysis. However, owing to technical difficulties associated with isolation of osteocytes, studies using scRNA-seq analysis to characterize FGF23-producing osteocytes are lacking. In this study, we characterized osteocytes secreting FGF23 from murine femurs in response to calcitriol (1,25-dihydroxyvitamin D_3_) using scRNA-seq. We first detected *Dmp1*, *Mepe*, and *Phex* expression in murine osteocytes by *in situ* hybridization and used these as marker genes of osteocytes. After decalcification, enzyme digestion, and removal of CD45^+^ cells, femoral bone cells were subjected to scRNA-seq. We identified cell clusters containing osteocytes using marker gene expression. While *Fgf23* expression was observed in some osteocytes isolated from femurs of calcitriol-injected mice, no *Fgf23* expression was detected in untreated mice. In addition, the expression of several genes which are known to be changed after 1,25-dihydroxyvitamin D_3_ treatment such as *Ccnd2*, *Fn1*, *Igfbp7*, *Pdgfa*, and *Timp1* was also affected by calcitriol treatment in *Fgf23*-expressing osteocytes, but not in those lacking *Fgf23* expression, even after calcitriol administration. Furthermore, box-and-whisker plots indicated that *Fgf23* expression was observed in osteocytes with higher expression levels of the *Fam20c*, *Dmp1*, and *Phex* genes, whose inactivating mutations have been shown to cause FGF23-related hypophosphatemic diseases. These results indicate that osteocytes are heterogeneous with respect to their responsiveness to 1,25-dihydroxyvitamin D_3_, and sensitivity to 1,25-dihydroxyvitamin D_3_ is one of the characteristics of osteocytes with *Fgf23* expression. It is likely that there is a subpopulation of osteocytes expressing several genes, including *Fgf23*, involved in phosphate metabolism.

## Introduction

*FGF23* has been identified as a gene responsible for autosomal dominant hypophosphatemic rickets (ADHR Consortium, 2000). Fibroblast growth factor 23 (FGF23) has also been identified as a factor responsible for tumor-induced osteomalacia, a rare paraneoplastic syndrome characterized by hypophosphatemia (Shimada et al., 2001). FGF23 has been shown to be physiologically produced mainly by osteocytes (Liu et al., 2003) and to act as a hormone regulating phosphate and vitamin D metabolism (Shimada et al., 2004a; Shimada et al., 2004b). In addition to autosomal dominant hypophosphatemic rickets and tumor-induced osteomalacia, several types of hypophosphatemic rickets/osteomalacia have been shown to be caused by overexpression of FGF23 (Fukumoto and Martin, 2009). For example, X-linked hypophosphatemic rickets is caused by inactivating mutations in the *PHEX* gene located on the X chromosome, which has homology to a family of endopeptidases (Francis et al., 1995). It is known that the *Phex/PHEX* is expressed in mouse bones and in human bones, lungs, and ovaries (Du et al., 1996; Beck et al., 1997; Grieff et al., 1997; Guo and Quarles., 1997; Lipman et al., 1998). Autosomal recessive hypophosphatemic rickets 1 is caused by mutations in the *DMP1* gene (Feng et al., 2006; Lorenz-Depiereux et al., 2006). DMP1 is a glycoprotein that is highly expressed in the bones and teeth and controls mineralization (George et al., 1993). Raine syndrome is caused by mutations in the *FAM20C* gene (Simpson et al., 2007). *FAM20C* mutations were identified during whole-exome sequencing in patients with FGF23-related hypophosphatemia, dental anomalies, and ectopic calcification (Rafaelsen et al., 2013). In the absence of functional *PHEX*, *DMP1*, or *FAM20C*, *FGF23* expression is considered to be elevated in osteocytes and in circulation, leading to phosphate excretion from the kidneys and reduction in circulating phosphate (Martin et al., 2011; Rafaelsen et al., 2013; Miyagawa et al., 2014).

Recently, single-cell RNA sequencing (scRNA-seq) technology has been developed to characterize the transcriptomes of individual cells (Macosko et al., 2015; Zheng et al., 2017; Zilionis et al., 2017). This method has been used to map the complex cell diversity (Baryawno et al., 2019; Tikhonova et al., 2019) and identify gene expression signatures related to cell differentiation (Kanton et al., 2019; Wolock et al., 2019). Bone tissue is composed of various cells, and recently several scRNA-seq analyses data of bone cells have been reported (Ayturk et al., 2020; Wang et al., 2021). However, technical difficulties associated with isolation of osteocytes limit scRNA-seq analysis. Additionally, since *Fgf23* is normally expressed at considerably low levels in osteocytes (Liu et al., 2006), difficulties in detection of *Fgf23* gene expression are expected. Recently, Wang et al. performed scRNA-seq using murine femoral cells and demonstrated defects in osteocyte maturation in the absence of *Sp7*. They were able to isolate osteocytes using expression of *Dmp1* or *Mepe*, which encodes a bone matrix protein. However, in this study, *Fgf23*-expressing osteocytes were not detected (Wang et al., 2021).

Several studies have elucidated various signals that regulate FGF23 secretion. A high phosphate diet has been shown to increase FGF23 levels in both mice and humans (Ferrari et al., 2005; Perwad et al., 2005; Antoniucci et al., 2006). In addition to phosphate, 1,25-dihydroxyvitamin D_3_ has been reported to increase serum FGF23 levels (Saito et al., 2005). Moreover, *vitro* analysis using MC3T3-E1 osteocyte progenitor cells, 1,25-dihydroxyvitamin D_3_ induced FGF23 production, and *Fgf23* expression in osteocyte-like cells transfected with a knockdown sequence against vitamin D receptor was significantly decreased compared with that in control cells (Yashiro et al., 2020). In this study, we validated the utility of scRNA-seq to quantify the abundance and describe the characteristics of subpopulations of osteocytes from murine femurs. In particular, we focused on the characterization of *Fgf23*-expressing osteocytes responded to 1,25-dihydroxyvitamin D_3_.

## Materials and methods

### Animals and calcitriol injection

Twelve 7-week-old male C57BL/6J mice (The Jackson Laboratory Japan, Inc.) were divided into two groups: untreated and treated with calcitriol (Kyowa Kirin Co., Ltd.). The administration protocol was modified from previous reports (Kolek et al., 2005; Saito et al., 2005). Mice in treated group were intravenously injected with 2.5 μg/kg calcitriol every day for 3 days. Twenty-four hours after the final injection, the mice were euthanized under anesthesia, and femurs were collected for scRNA-seq analysis.

### Ethics approval statement

All animal studies were performed in accordance with the Standards for Proper Conduct of Animal Experiments at Kyowa Kirin Co., Ltd., under the approval of the company’s Institutional Animal Care and Use Committee. Tokyo Research Park of Kyowa Kirin Co., Ltd. is fully accredited by AAALAC International.

### *In situ* hybridization

DNA fragments corresponding to murine *Dmp1* cDNA (nucleotides 1129–1744), *Mepe* cDNA (nucleotides 810–1468), and *Phex* cDNA (nucleotides 239–1161) were individually cloned into pGEM-T vector (Promega K.K.). Sense and antisense probes were labeled with digoxigenin (DIG) using *in vitro* transcription. Paraffin-embedded blocks of mouse femurs were purchased from Genostaff Co., Ltd. Blocks were cut into 6 μm-thick sections and fixed on glass slides. The sections were acetylated with 0.2% hydrochloric acid and permeabilized with 4 μg/mL proteinase K (FUJIFILM Wako Pure Chemical Corporation) at 37°C for 10 min, with each step followed by two 5 min washes in PBS. Hybridization with DIG-labeled riboprobes was performed at 60°C for 16 h. For mRNA detection, serial sections were used for hybridization with sense and antisense riboprobes. The sections were then washed with 50% formamide in 0.5x G-Wash (Genostaff Co., Ltd.) and blocked with G-Block (Genostaff Co., Ltd.). The hybridized DIG-labeled RNA probes were detected by alkaline phosphatase–conjugated anti-DIG antibody (Roche Diagnostics) in G-Block-TBST and nitro blue tetrazolium chloride/5-bromo-4-chloro-3-indolyl phosphate (NBT/BCIP) substrates (Sigma-Aldrich). The sections were counterstained with nuclear fast red dye (Muto Pure Chemicals Co., Ltd.), fixed with G-Mount (Genostaff Co., Ltd.), cleared in xylene, and mounted using Marinol (Muto Pure Chemicals Co., Ltd.). Samples were imaged using a virtual slide scanner (NanoZoomer S210; Hamamatsu Photonics K.K.) at ×40 magnification. The collected images were adjusted for brightness.

### Femoral cell isolation

The femurs were pooled for each group and treated as one sample. Cells were isolated from mouse femurs utilizing a modified protocol derived from previous reports (Stern et al., 2012; Miyagawa et al., 2014). Briefly, epiphyses were cut off, and the marrow was flushed out by centrifugation. Mouse femurs were disrupted by Cryo-Press (Microtec Co., Ltd.) and digested with 1.6 U/mL collagenase D (Roche Diagnostics) in HBSS; pH = 7.8; FUJIFILM Wako Pure Chemical Corporation) for 30 min. The supernatant was discarded. Enzyme treatment and removal of supernatant steps were repeated twice. Residual bone pieces were treated with 20 mM ethylene glycol bis(β-aminoethylether)-N,N,N′,N′-tetraacetic acid disodium salt solution (neutral) (EGTA; Nacalai Tesque, Inc.) in HBSS for 15 min and then with 1.6 U/mL collagenase D for 20 min to collect the cells. Treatment with collagenase D was repeated twice. All digestion steps were carried out in a 3.5 mL solution in a six-well Petri dish, on a rotating shaker at 120 rpm in a 37°C incubator. After centrifugation and removal of supernatant, cell pellets were suspended in 1% (w/v) BSA-PBS(−); pH = 7.0 (Nacalai Tesque, Inc.). To remove CD45-positive cells, cell suspensions were mixed with CD45 microbeads (Miltenyi Biotec) and incubated at 4°C for 15 min in PEB buffer and rinsed. PEB buffer contains MACS^®^ BSA stock solution (Miltenyi Biotec) and autoMACS rinsing solution (Miltenyi Biotec) in a 1:20 ratio. Cell suspensions were passed through the LD column (Miltenyi Biotec). The flow-through was collected, centrifuged, and resuspended in 1% (w/v) BSA-PBS(−). Cells were passed through a 40 μm nylon strainer and used for scRNA-seq.

### scRNA-seq library preparation and sequencing

For each sample, the quantity and viability of the cells were evaluated. Absence of aggregated cells or cell debris was confirmed microscopically. Single cells were encapsulated into emulsion droplets using Chromium Connect (10x Genomics). scRNA-seq libraries were constructed using Chromium Next GEM Automated Single Cell 3′ Library and Gel Bead Kit v. 3.1 (10x Genomics), Chromium Next GEM Automated Chip G Single Cell Kit, and Single Index Kit T Set A (10x Genomics) according to the manufacturer’s protocol. The libraries were sequenced using Illumina NextSeq 2000.

### Data processing for scRNA-seq datasets

Sequencing reads (FASTQ files) were mapped to the mouse reference genome (mm10) using Cell Ranger (v. 4.0.0; 10x Genomics; https://support.10xgenomics.com/single-cell-gene-expression/software/overview/welcome). The downstream analysis was performed using the Seurat R package (version 3.2.2). The output matrices from Cell Ranger were converted into Seurat objects and barcodes with <200 genes were excluded to eliminate low-quality cells or cell-free droplets as a primary quality control. Following the primary quality control, each object was normalized and scaled according to the Seurat standard workflow, followed by principal component analysis based on the top 2000 highly variable genes, Uniform Manifold Approximation and Projection (UMAP) dimension reduction, and unsupervised clustering. After the clusters were obtained, the clusters with a high mitochondrial gene fraction (median of percent. mt >10%), low gene counts (median of nFeature <1000), and low Unique Molecular Identifier (UMI) counts (median of nCount <2000) were excluded to eliminate dead cells as the secondary quality control. Following the secondary quality control, the objects were reprocessed following the Seurat standard workflow and subsequently integrated by the Seurat anchor-based integration workflow followed by principal component analysis, dimensionality reduction, and unsupervised clustering. The UMAP coordinate and the unsupervised cluster information of each cell was incorporated in the cloupe file for downstream analysis.

### Real-time quantitative PCR

Total RNA was isolated with a phenol-chloroform extraction method using ISOGEN kit (Nippon Gene Co., Ltd.) according to the manufacturer’s protocol, and reverse transcribed using QuantiTect^®^ Reverse Transcription Kit (QIAGEN). cDNA from 1 µg of total RNA was subjected to real-time PCR. TaqMan Gene Expression Master Mix (Life Technologies Co., Ltd.) was used for real-time quantitative PCR. The primer sets were obtained from Applied Biosystems (*Fgf23*, no. Mm00445621_m1; *Actb*, no. Mm02619580_g1). Reactions were run on and analyzed with a QuantStudio™ 5 real-time PCR system (Thermo Fisher Scientific K.K.). *Fgf23* mRNA expression levels were normalized with respect to those of *Actb* mRNA.

### Serum FGF23 measurements

Serum FGF23 levels were measured in mice using a sandwich enzyme-linked immunosorbent assay kit (Kainos Laboratories) (Yamazaki et al., 2002).

## Results

### Detection of *Dmp1*, *Mepe*, and *Phex* gene expression by *in situ* hybridization

We first confirmed the expression of *Dmp1*, *Mepe*, and *Phex*, genes which are already known to be expressed in osteocytes, by *in situ* hybridization of murine femur cortical bone tissue (Petersen et al., 2000; Gluhak-Heinrich et al., 2003; Kalajzic et al., 2004; Lu et al., 2004; Dallas et al., 2013). Positive signals were detected only with antisense probes for each gene (Figures 1A, C, E), and no non-specific signals were detected with sense probes (Figures 1B, D, F). Thus, in this scRNA-seq analysis, we defined a cell cluster with higher expression levels of *Dmp1*, *Mepe*, and *Phex* as osteocytes.

**FIGURE 1:**
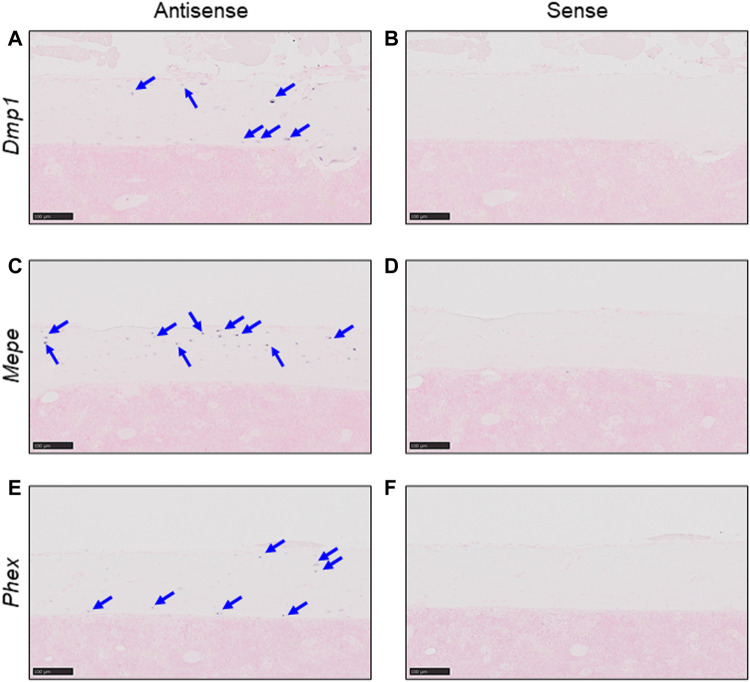
Detection of osteocyte marker mRNA using *in situ* hybridization. Expression of osteocyte markers was detected in serial sections from untreated C57BL/6J murine femurs by *in situ* hybridization. **(A,B)** Expression of *Dmp1* in cortical bone. **(C,D)** Expression of *Mepe* in cortical bone. **(E,F)** Expression of *Phex* in cortical bone. Markers detected using antisense probes [panels **(A, C, E)**] and sense probes [panels **(B, D, F)**] (Scale bar: 100 μm).

### scRNA-seq identifies diverse murine femoral cell populations and their transcriptomes

C57BL/6J mice were injected with calcitriol every day for 3 days. Untreated C57BL/6J mice were used as controls (Figure 2A). The femurs from six mice per group were collected, and used for isolation of femoral cells. Subsequently, scRNA-seq was performed on isolated cells (Figure 2B). 

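The cells of the 6 mice in each group had been pooled into 1 library per group, so that a difference between the untreated and the calcitriol-injected group has no replicate check. The mice were 7 weeks old, calcitriol (1,25-dihydroxyvitamin D3) had been given in 3 injections of 2.5 μg/kg, and the femurs were taken 24 h after the last injection. Both libraries were made from droplets, in which the mRNA molecules of a cell receive the barcode of that cell and each molecule receives a unique molecular identifier (UMI). The authors deposited the filtered matrices of Cell Ranger 4.0.0, which hold the count of UMIs per gene and cell, without normalization, for 32285 genes of the mouse genome build GRCm38 (mm10). The untreated library held 70266983 UMIs and the calcitriol library 60392557 UMIs.

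The filters and clusters were rebuilt from these counts. As in the paper, barcodes with fewer than 200 genes were left out and each library was clustered alone. A cluster was then left out when its median mitochondrial share was above 10%, its median number of genes was under 1000 and its median number of UMIs was under 2000. The paper's text leaves open whether a cluster had to pass all 3 limits or any of them, and all 3 were required here. The remaining cells of both libraries were integrated with Seurat 5.3.0 (the authors used version 3.2.2) on 2000 variable genes, and clustered with 30 principal components at a resolution of 0.8. The paper's text does not name the number of components or the resolution, and the members of a rebuilt cluster can differ from those of the authors' cluster. Classes named from the rebuilt clusters are therefore called osteocyte-like, osteoblast-like and so on. Scores against simulated doublets marked 189 untreated barcodes (4.08%) and 133 calcitriol barcodes (3.39%) as doublets. They were kept, since the paper's text names no removal of doublets.

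The expression of a gene in a group of cells is the sum of its UMIs over the cells, divided by the sum of all their UMIs, in CPM. Ratios between groups are given as log2 values. The brackets hold exact 95% intervals, which are Poisson intervals for sums, conditional intervals for ratios and Clopper-Pearson intervals for shares of cells. They cover counting error only, not the variation between cells, mice or libraries, and no test between the groups was run. UMIs were summed over cells as if independent, so that 1 cell with many UMIs can move a ratio beyond its interval. A cell was counted as expressing a gene from 1 UMI on. Where a gene had 0 UMIs in one group, the ratio was computed against a floor of 3 counts and is a bound. An upper limit given for a count of 0 is 3 counts over the number of cells or of UMIs, unless it is called exact. Since clusters differ in depth, cells were also thinned at random to 2000 UMIs each, with shallower cells left out.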

More than 60,000 cells could be collected with a cell viability rate of over 80% from each group sample (Table 1), which were used to generate scRNA-seq libraries. We obtained over 300 million reads from the femoral single-cell libraries in each group. In the control group, 51,839 reads per cell and 6,076 cells per library were obtained. On the other hand, 69,689 reads per cell and 4,562 cells per library were obtained in the calcitriol-injected group. These libraries were used for preprocessing and filtering (Table 2).

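The deposited matrices held 6076 barcodes of the untreated group, with a median of 10014.5 UMIs and 808.5 genes per barcode. The calcitriol-injected group had 4562 barcodes, with a median of 10646.5 UMIs and 2449 genes. The paper gives the depth as sequencing reads per cell (Table 2), and all values here use UMIs. Haemoglobin transcripts took 41.2% of the UMIs of the untreated library and 10.6% of those of the calcitriol library. With at least 200 genes per barcode, 4633 untreated and 3920 calcitriol barcodes remained, and the median number of genes rose to 1584 and 2717.5. The filter on clusters then left out 2 of 20 untreated clusters with 239 cells and 1 of 18 calcitriol clusters with 227 cells. After this step, 4394 untreated cells had a median of 1685.5 genes and 3693 calcitriol-injected cells a median of 2808 genes.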

**FIGURE 2:**
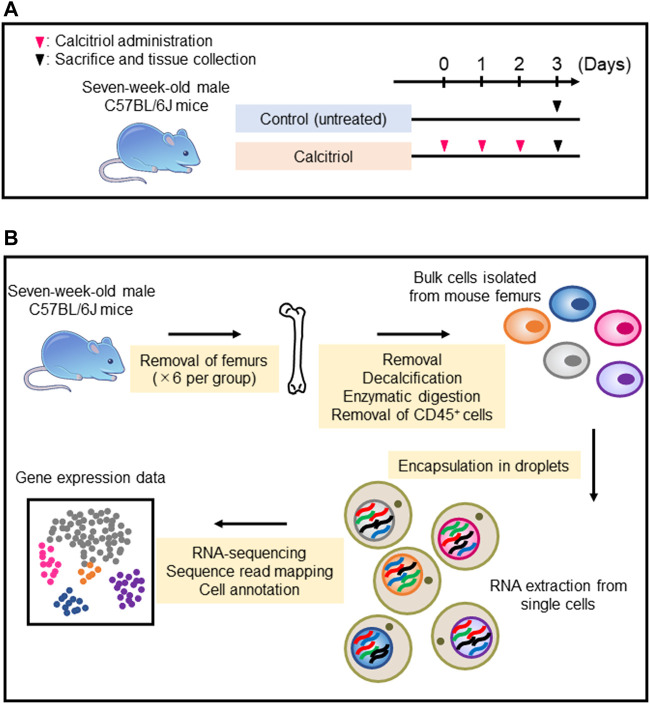
Single-cell RNA sequencing sample preparation and RNA sequencing protocol. **(A)** Seven-week-old male C57BL/6J mice were injected with 2.5 μg per kg of calcitriol (*n* = 6) every day for 3 days. As a control, six untreated C57BL/6J mice were sacrificed on day 3. **(B)** Each cell isolated from six femurs by collagenase digestion and EGTA treatment was encapsulated in a droplet for mRNA extraction and RNA sequencing.

**TABLE 1:** Information of isolated cells.

Group	Number of cells	Cell viability (%)
Untreated (Control)	1.66 × 10^5^	86
Calcitriol treatment	0.64 × 10^5^	96

**TABLE 2:** Results of single-cell RNA sequencing analyses.

Group	Number of reads	Estimated number of cells	Mean reads per cell	The median number of genes detected per cell-associated barcode
Untreated (Control)	314,975,207	6,076	51,839	808
Calcitriol treatment	317,920,929	4,562	69,689	2,449

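The cells of both groups that were left after the filters fell into 24 clusters. With a resolution of 0.5 in place of 0.8 there were 18 clusters, and with a resolution of 1.2 there were 28. Clusters were named from lists of marker genes fixed beforehand. No name was given to 3 clusters, which held 6.05% of the untreated and 8.23% of the calcitriol-injected cells.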

Murine femoral cells were divided into 18 clusters using Seurat’s unbiased cluster detection algorithms (Figure 3A). 

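The genes *Dmp1* (ENSMUSG00000029307, chromosome 5 of GRCm38, 104202613 to 104214102), *Mepe* (ENSMUSG00000053863, chromosome 5, 104325329 to 104338611) and *Phex* (ENSMUSG00000057457, chromosome X, 157162075 to 157415312) were highest in 1 cluster of 272 cells. Of these osteocyte-like cells, 80 were untreated and 192 were calcitriol-injected, with a median of 10824 and 11167.5 UMIs per cell. *Dmp1* was at 3621 CPM in this cluster and at 1042 CPM in the osteoblast-like cluster that came next. *Mepe* was at 1433 CPM, against 121 CPM in the same osteoblast-like cluster. *Phex* was at 589.6 CPM, against 92.5 CPM in the chondrocyte-like cluster that came next. These genes had also named the cluster, so their level in it is no independent result. With *Dmp1*, *Mepe*, *Phex* and the other tested genes left out of the genes that drive the clustering, the osteocyte-like cluster held 115 untreated and 252 calcitriol-injected cells. This cluster was again named with *Dmp1*, *Mepe* and *Phex* among its markers. Its *Dmp1* level was 1336 CPM in the untreated cells and 2725 CPM in the calcitriol-injected cells, where the cluster made with all variable genes had 2363 and 4145 CPM. UMIs of at least 2 of the 3 genes were held by 26 of the 80 untreated and 72 of the 192 calcitriol-injected osteocyte-like cells. None of the 3 genes was detected in 26 and 84 of these cells.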

Cluster #17 was identified as an osteocyte cluster based on expression of *Dmp1*, *Mepe*, and *Phex*, which had been defined as osteocyte markers (Figure 3B). In other cell types, clusters were identified based on the expression profiles of osteoblast, chondrocyte, hematopoietic stem cell, endothelial cell, smooth muscle cell, and red blood cell marker genes that have been reported previously (Spangrude and Brooks., 1993; Ducy et al., 1996; Komori et al., 1997; Letamendía et al., 1998; Bi et al., 1999; Horiuchi et al., 1999; Ikegawa et al., 2000; Wang et al., 2006; Runck et al., 2009; Toffalini and Demoulin, 2010). Clusters #8 and #12 exhibited osteoblast markers (e.g., *Bglap*, *Postn*, and *Runx2*). 

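*Bglap* (ENSMUSG00000074483, chromosome 3 of GRCm38, 88383501 to 88384464) and *Postn* peaked in different osteoblast-like clusters. A cluster of 176 cells had *Bglap* at 18542 CPM and *Postn* at 665 CPM. The other cluster, of 499 cells, had *Bglap* at 1028 CPM and *Postn* at 6139 CPM. *Runx2* was at 196 CPM and 131 CPM in these clusters, and at 123 CPM in the osteocyte-like cluster. The osteocyte-like cluster also held *Bglap* at 2264 CPM. Together, the osteoblast-like clusters held 344 untreated and 331 calcitriol-injected cells, with a median of 17381.5 and 16609 UMIs per cell.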

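*Col2a1* (ENSMUSG00000022483, chromosome 15 of GRCm38, 97975602 to 98004695), *Sox9* (ENSMUSG00000000567, chromosome 11, 112782224 to 112787760) and *Prg4* (ENSMUSG00000006014, chromosome 1, 150449412 to 150466165) were measured in 4 chondrocyte-like clusters of 463 untreated and 1083 calcitriol-injected cells. *Col2a1* lay between 12205 and 40747 CPM in these clusters, and *Sox9* between 1116 and 2089 CPM. *Prg4* was at 38953 CPM in the largest of them and between 74.9 and 969 CPM in the other 3. A separate cluster of 120 cells with *Prg4* at 154851 CPM was named as synovial lining or articular surface. The osteocyte-like cluster held *Col2a1* at 5379 CPM and *Sox9* at 676 CPM. The median number of UMIs per chondrocyte-like cell was 19297 in the untreated and 16916 in the calcitriol-injected group.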

Clusters #4, #10, and #14 exhibited chondrocyte markers (e.g., *Col2a1*, *Prg4*, and *Sox9*). 

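*Ly6a* and *Pdgfra* were detected together in a cluster of 1106 cells, with UMIs of *Ly6a* in 96.6% and of *Pdgfra* in 87.4% of the cells. In the erythroid-like cluster with the most haemoglobin, 0.581% of the cells had a UMI of *Ly6a* and 0.291% had a UMI of *Pdgfra*. The median depth of these clusters was 10959 and 10599.5 UMIs per cell. *Ptprc*, which encodes CD45, was detected in 0.0904% of the cells of the *Ly6a* and *Pdgfra* cluster. Before sequencing, the authors had depleted CD45-positive cells. The genes that led this cluster included *C3*, *Ccl7*, *Ccl2* and *Cxcl1*, which are genes of immune and stress responses. It was named mesenchymal-like by the marker count, as was a cluster of 323 cells led by *Angptl7*, *Kera* and *Tnmd*, whose top genes include genes of tendon cells. The mesenchymal-like class pools both clusters. *Eng* was at 473 and 219 CPM in a pair of endothelial-like clusters with 499 and 74 cells. *Acta2* was at 6739 CPM in a smooth muscle-like cluster of 125 cells. *Hbb-bs* lay between 168558 and 479932 CPM in 7 erythroid-like clusters, which held 2307 untreated and 434 calcitriol-injected cells. A last cluster of 36 cells expressed genes of Schwann cells.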

The remaining femoral cell clusters expressed transcripts found in hematopoietic stem cells (*Ly6a* and *Pdgfra*; clusters #1, #3, #6, and #13), endothelial cells (*Eng*; clusters #7 and #16), smooth muscle cells (*Acta2*, cluster #5), and red blood cells (*Hbb-bs*; clusters #0, #2, #11, and #15) (Figure 3B). 

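The vitamin D receptor gene *Vdr* (ENSMUSG00000022479, chromosome 15 of GRCm38, 97854425 to 97910630) was first counted in the untreated group. UMIs of *Vdr* were found in 21.5% [17.3, 26.2] of the osteoblast-like cells (74 of 344), in 20.0% [11.9, 30.4] of the osteocyte-like cells (16 of 80) and in 12.5% [9.65, 15.9] of the chondrocyte-like cells (58 of 463). Endothelial-like cells, which served as background, had a UMI of *Vdr* in 4 of 267 cells [0.410%, 3.79%] at a median depth of 6959 UMIs per cell. Among 2307 erythroid-like cells with a median of 10417 UMIs, 0 had a UMI of *Vdr*, which allows a share of up to 0.130%. Within the classes, *Vdr* was at 63.2 CPM in the osteoblast-like cluster with high *Bglap* and at 11.6 CPM in the cluster with high *Postn*. In the chondrocyte-like clusters it reached up to 24.1 CPM. *Vdr* was not limited to these classes. Over both groups together, it was at 21.7 CPM in the smooth muscle-like cluster, with a UMI in 6.4% of the cells. An unnamed cluster of 41 cells had 39.5 CPM, with a UMI in 26.8% of the cells. The osteoblast-like cluster with high *Postn* was at 20.7 CPM on the same count.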

*Vdr* expression that dictates calcitriol responsiveness was detected in clusters #4, #8, #12, and #17, that contain chondrocytes (#4), osteoblasts (#8, #12), and osteocytes (#17). (Figure 3B).

**FIGURE 3:**
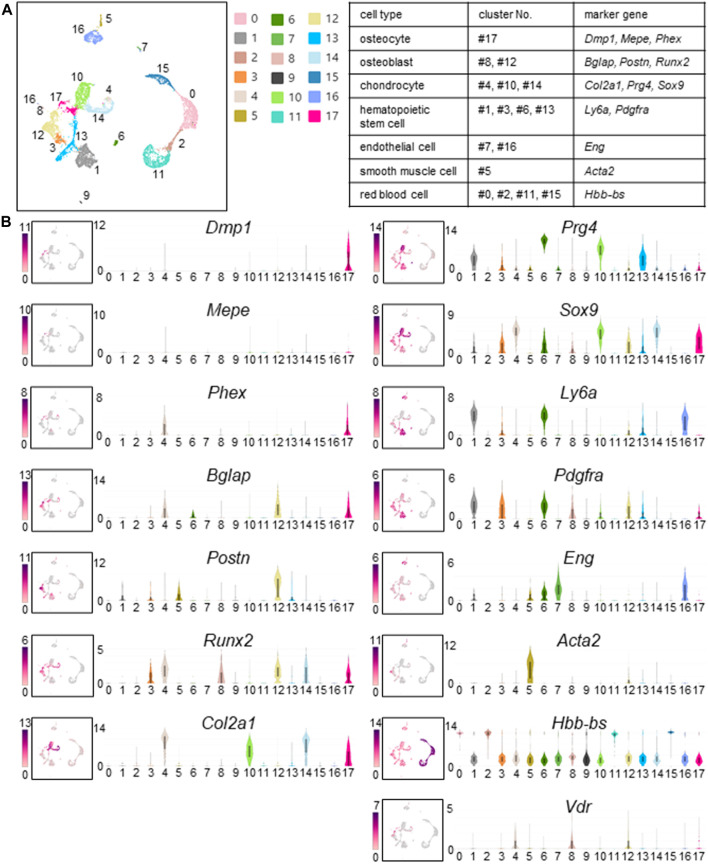
Cell clusters identified in fresh cells isolated from murine femurs. **(A)** Cell clustering was performed on cells isolated from femurs of calcitriol-injected and untreated C57BL/6J mice. Uniform Manifold Approximation and Projection (UMAP) plot wherein each dot represents a single cell, and cells sharing the same color code indicate discrete populations of transcriptionally similar cells. Table shows the correspondence between cell type, cluster number, and marker gene when identified. **(B)** UMAP plots of gene expression (left) and associated violin plots (right) indicate cluster-specific expression of representative genes. Osteocytes are marked by expression of *Dmp1*, *Mepe*, and *Phex* (#17). Similarly, osteoblasts express *Bglap*, *Postn*, and *Runx2* (#8 and #12). Chondrocytes express *Col2a1*, *Prg4*, and *Sox9* (#4, #10, and #14). Hematopoietic stem cells express *Ly6a* and *Pdgfra* (#1, #3, #6, and #13). Endothelial cells express *Eng* (#7 and #16). Smooth muscle cells are distinctly marked by the expression of *Acta2* (#5). Red blood cells express *Hbb-Bs* (#0, #2, #11, and #15). *Vdr* expression that dictates calcitriol responsiveness is shown by UMAP plot and violin plot. *Vdr* was expressed in osteoblasts, chondrocytes and osteocytes (#4, #8, #12, and #17).

### Detection of *Fgf23*-expressing osteocytes in femurs of calcitriol-injected mice

We compared the number of *Fgf23*-expressing cells between untreated and calcitriol-injected murine femoral cells (Figure 4A). 

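*Fgf23* (ENSMUSG00000000182) lies on chromosome 6 of GRCm38 from 127072902 to 127081408. In the untreated group, 0 of the 6076 deposited barcodes held a UMI of *Fgf23*, which allows a share of up to 0.0494%. Among the 80 untreated osteocyte-like cells, a count of 0 allows a share of up to 3.75%.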

*Fgf23*-expressing cells were not detected in the untreated mice. On the other hand, *Fgf23-*expressing cells were observed in clusters #1, #3, #12, and #17 of calcitriol-injected murine femoral cells. 

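In the calcitriol-injected group, 29 of the 4562 deposited barcodes held 541 UMIs of *Fgf23*, a share of 0.636% [0.426, 0.912]. At least 2 UMIs were held by 20 of these barcodes, which was the setting that moved the number most. The filter on clusters removed 1 of the 29 barcodes, with 3 UMIs. Osteoblast-like cells made up 14 of the remaining 28, with 62 UMIs in total and a share of 4.23% [2.33, 6.99] of their class. Of these 14 cells, 10 lay in the cluster with high *Bglap* (46 UMIs) and 4 in the cluster with high *Postn* (16 UMIs). Another 4 cells with 7 UMIs were mesenchymal-like, in the cluster with *Ly6a* and *Pdgfra*, and 1 of them had a doublet score above the limit. A single UMI each was found in 1 chondrocyte-like cell, which was also scored as a doublet, and in 1 cell of an unnamed cluster. As background, 0 of 306 endothelial-like and 0 of 434 erythroid-like cells of this group held a UMI, which allows shares of up to 0.980% and 0.691%. The median depth of these background cells was 6629 and 9865 UMIs.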

Eight *Fgf23-*expressing cells were observed in cluster #17 (osteocytes) of calcitriol-injected murine femoral cells (Figures 4A, B). 

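The osteocyte-like cluster of the calcitriol-injected group held 8 cells with UMIs of *Fgf23*, with 158, 107, 96, 44, 30, 12, 12 and 8 UMIs. Their sum of 467 UMIs was most of the *Fgf23* count of the library. The median was 37 UMIs of *Fgf23* per positive cell in the osteocyte-like cluster and 2 UMIs in the osteoblast-like clusters. The 8 cells had between 7506 and 71339 UMIs of all genes, with a median of 15558.5. Each of them held UMIs of at least 2 of the genes *Dmp1*, *Mepe* and *Phex*. All 7 other ways of clustering also gave 8 *Fgf23*-expressing cells in the osteocyte-like cluster. When osteocyte-like cells were instead taken from any cluster by UMIs of at least 2 of these 3 genes, 13 cells expressed *Fgf23*.

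**Figure D1:**
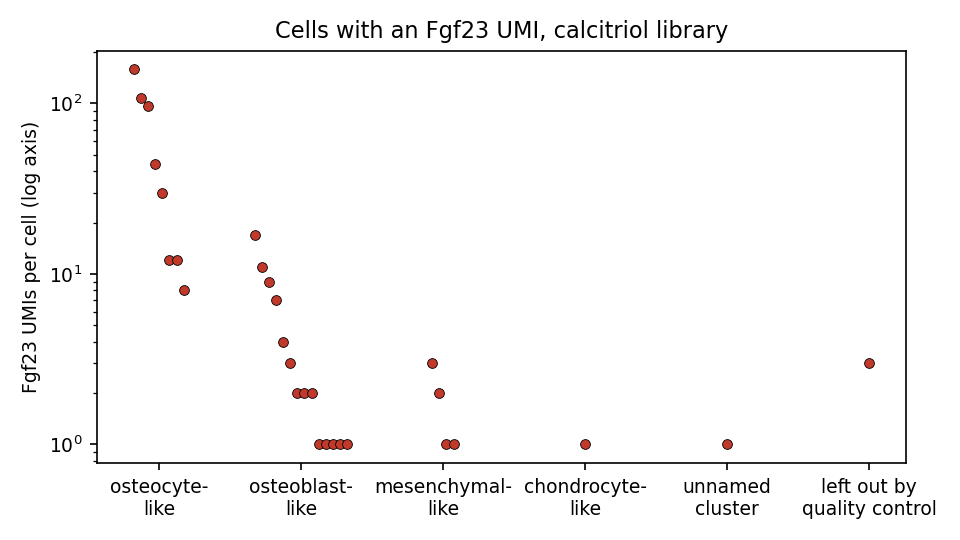
UMIs of *Fgf23* per cell (log axis) in each *Fgf23*-expressing cell of the calcitriol-injected group, by cell class, with 1 point per cell. The 8 osteocyte-like cells lie between 8 and 158 UMIs, and the median of the osteoblast-like cells is 2 UMIs.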

In the calcitriol-injected group, *Fgf23* mRNA levels in cells isolated from femurs were higher than in the control group as measured by real-time quantitative PCR (Supplementary Figure S1). We compared another osteocyte marker gene, *Sost*, between untreated and calcitriol-injected murine femoral cells. *Sost*-expressing cells were detected at the same existence in both of the two groups (Figures 4D, E). 

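Over all cells left after the filters, UMIs of *Sost* (ENSMUSG00000001494, chromosome 11 of GRCm38, 101962458 to 101967015) were found in 12 of 4394 untreated cells (0.273% [0.141, 0.477]) and in 39 of 3693 calcitriol-injected cells (1.06% [0.752, 1.44]). Within the osteocyte-like cluster, *Sost* was detected in 9 of 80 untreated cells (11.3% [5.28, 20.3]) and in 35 of 192 calcitriol-injected cells (18.2% [13.0, 24.4]). With the tested genes left out of the clustering, these shares were 9.57% and 14.3%. As background, 0 of 267 untreated and 1 of 306 calcitriol-injected endothelial-like cells held a UMI of *Sost*. The *Sost* level of the osteocyte-like cells was 68.6 CPM in the untreated and 142 CPM in the calcitriol-injected group, a log2 ratio of 1.05 [0.68, 1.44]. Thinning to 2000 UMIs moved this ratio most. It left out 1 untreated and 6 calcitriol-injected osteocyte-like cells, and *Sost* was then detected in 8.86% and 8.06% of the cells, with a log2 ratio of 0.22 [-0.47, 0.96]. At that depth, a difference in *Sost* between the groups was not detectable.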

Matching the distribution of *Fgf23* expression with the cell type of the cluster revealed that some of the osteocytes classified in cluster #17 expressed *Fgf23* (Figure 4C). 

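The *Fgf23*-expressing cells made up 4.17% [1.82, 8.04] of the 192 calcitriol-injected osteocyte-like cells. UMIs of *Sost* were found in 4 of the 8 *Fgf23*-expressing osteocyte-like cells, and 45 of their 53 *Sost* UMIs came from 1 cell. Among the 184 osteocyte-like cells of this group without *Fgf23*, *Sost* was detected in 31 cells (16.8% [11.7, 23.1]).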

Serum FGF23 levels were also higher in the calcitriol-injected group compared with the control group (Supplementary Figure S2).

**FIGURE 4:**
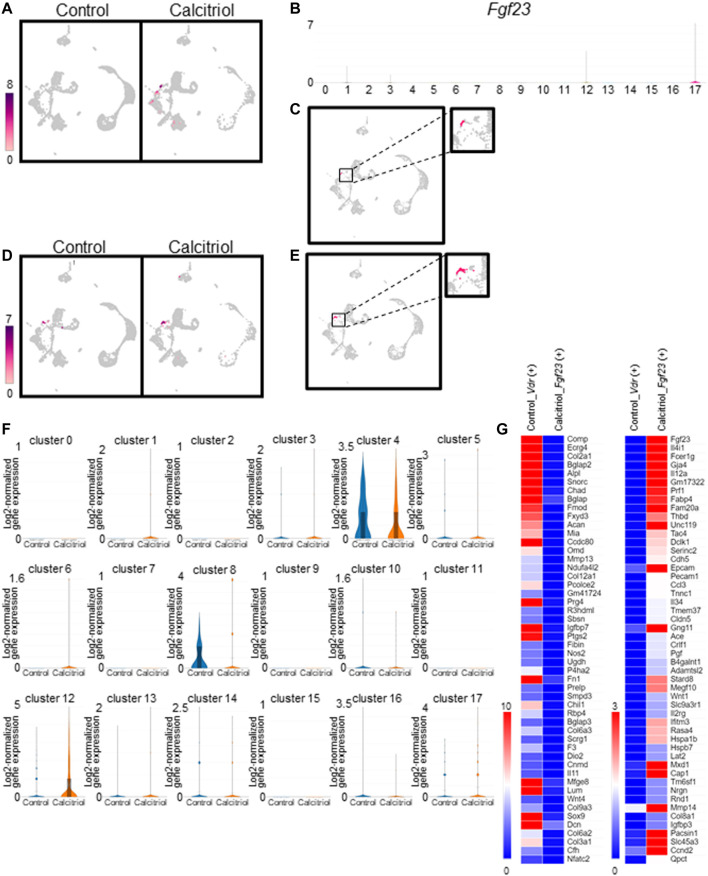
Identification and characterization of *Fgf23*-expressing cells in fresh cells isolated from femurs of calcitriol-injected mice. **(A)** Uniform Manifold Approximation and Projection (UMAP) plot showing *Fgf23* gene expression in all cells from calcitriol-injected mice or control mice. Color scale bar shows log2-normalized gene expression values. **(B)** Violin plots indicate cluster-specific expression of *Fgf23* gene. **(C)** UMAP plot showing *Fgf23* gene expression in osteocytes (cluster #17) of calcitriol-injected mice. **(D)** UMAP plot showing *Sost* gene expression in all cells from calcitriol-injected mice or control mice. Color scale bar shows log2-normalized gene expression values. **(E)** UMAP plot showing *Sost* gene expression in osteocytes (cluster #17) of calcitriol-injected mice. **(F)** Violin plots indicate *Vdr* gene expression in the untreated and calcitriol-injected mice in each cluster. **(G)** The gene expression was compared between *Fgf23*-expressing osteocytes in calcitriol-injected group and *Vdr*-expressing osteocytes in control group. Heat maps indicate gene expression profiles upregulated (right) or downregulated (left) in *Fgf23*-expressing osteocytes in calcitriol-injected group.

To estimate the origin of *Fgf23*-expressing cells, we compared gene expression profiles in *Vdr*-expressing cells in the control group and *Fgf23*-expressing cells in the calcitriol-injected group. *Vdr*-expressing cells were observed in clusters #4, #8, #12, and #17 (Figure 3B). In clusters #4 and #8, *Vdr* gene expression was higher in the control group than in calcitriol-injected group (Figure 4F). This suggested that the percentage of *Vdr*-high expressing cells in cluster #4 and #8, i.e., chondrocytes and osteoblasts, was reduced by calcitriol treatment. 

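In the chondrocyte-like cells, *Vdr* was at 8.60 CPM (89 UMIs) in the untreated group and at 5.80 CPM (126 UMIs) in the calcitriol-injected group, a log2 ratio of -0.57 [-0.97, -0.16]. With the tested genes left out of the clustering, this ratio was -0.18 [-0.64, 0.29], but over a smaller class. A cluster of 197 untreated and 562 calcitriol-injected cells, which by its top genes matches the largest chondrocyte-like cluster, was then left unnamed. Within the 4 chondrocyte-like clusters, the log2 ratios were -1.02 [-2.29, 0.31], -0.31 [-1.62, 1.12], 0.27 [-0.54, 1.12] and -0.42 [-0.99, 0.15]. In the osteoblast-like cells, *Vdr* rose from 26.5 CPM (174 UMIs) to 74.3 CPM (493 UMIs), a log2 ratio of 1.49 [1.24, 1.75]. The rise was seen in the osteoblast-like cluster with high *Postn*, with a log2 ratio of 1.39 [0.93, 1.88], and in the cluster with high *Bglap*, with 1.37 [1.07, 1.68]. In the osteocyte-like cells, *Vdr* rose from 28.0 CPM (29 UMIs) to 65.2 CPM (162 UMIs), a log2 ratio of 1.22 [0.64, 1.84].

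**Figure D2:**
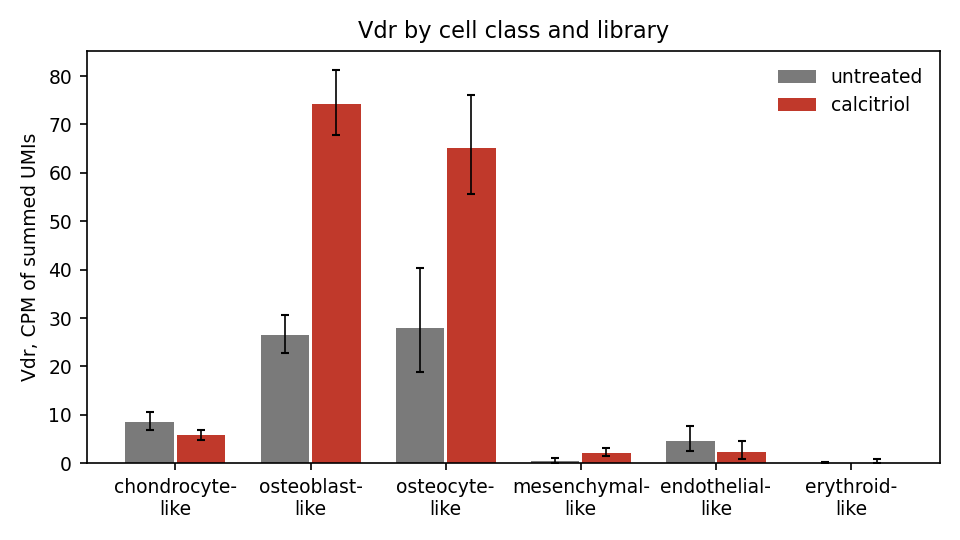
Expression of *Vdr* in CPM of summed UMIs in each cell class, for the untreated and the calcitriol-injected library. The bar heights are the values of 1 library each, and the error bars are exact 95% Poisson intervals. *Vdr* was lower with calcitriol in chondrocyte-like cells and higher in osteoblast-like and osteocyte-like cells.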

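In the calcitriol-injected group, UMIs of *Vdr* were found in 75 of 1083 chondrocyte-like cells (6.93% [5.49, 8.60]), in 114 of 331 osteoblast-like cells (34.4% [29.3, 39.8]) and in 51 of 192 osteocyte-like cells (26.6% [20.5, 33.4]). The background share in endothelial-like cells of this group was 1.96% [0.723, 4.22]. With cells thinned to one depth, the log2 ratio of *Vdr* was -0.23 [-1.92, 1.66] in the chondrocyte-like cells, so that its direction could not be read at that depth. In the osteoblast-like cells the thinned ratio was 1.19 [0.45, 1.97].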

We compared the gene expression profiles in *Vdr*-expressing osteocytes (cluster #17) in the control group and *Fgf23*-expressing osteocytes in the calcitriol-injected group. As a result, osteoblast and chondrocyte markers such as *Bglap*, *Col2a1*, *Prg4*, and *Sox9* (Ducy et al., 1996; Bi et al., 1999; Ikegawa et al., 2000) were detected as downregulated genes, especially in *Fgf23*-expressing cells (Figure 4G).

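The 8 *Fgf23*-expressing osteocyte-like cells were compared with the 16 untreated osteocyte-like cells that held a UMI of *Vdr*, whose median depth was 14616 UMIs. *Bglap* had 20 UMIs in the *Fgf23*-expressing cells and 2071 UMIs in the *Vdr*-expressing cells, a log2 ratio of -6.36 [-7.07, -5.72]. *Col2a1* had 3 against 2163 UMIs, with a log2 ratio of -9.16 [-11.43, -7.61], and *Sox9* had 10 against 230 UMIs, with -4.19 [-5.26, -3.28]. For *Prg4*, 7 UMIs stood against 10 UMIs, and the interval of its log2 ratio of -0.18 spanned 0 [-1.81, 1.37]. With the tested genes left out of the clustering, the log2 ratio of *Prg4* was -3.88 [-5.21, -2.82]. The median of the 4 log2 ratios was -5.27 [-6.01, -4.80], and it stayed between -5.60 and -5.07 when each of the 8 cells was left out in turn. Choosing osteocyte-like cells by UMIs of the marker genes moved this median most, to -0.06, and *Col2a1* changed direction to 0.98. Of the 3264 *Col2a1* UMIs in the 13 *Fgf23*-expressing cells under that choice, 3260 came from 1 chondrocyte-like cell scored as a doublet. The calcitriol-injected osteocyte-like cells without *Fgf23* were also lower than the *Vdr*-expressing untreated cells in *Bglap* (-2.52 [-2.60, -2.44]), in *Col2a1* (-1.21 [-1.28, -1.15]) and in *Sox9* (-0.39 [-0.59, -0.18]). *Prg4* was higher in them, with a log2 ratio of 5.43 [4.55, 6.49], where 2618 of 3786 UMIs came from 2 cells.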

### *Fgf23*-expressing osteocytes are defined by specific gene expression profiles

To characterize *Fgf23*-expressing osteocytes, we compared the expression levels of *Dmp1*, *Fam20c*, and *Phex* genes, whose inactivating mutations have been shown to cause FGF23-related hypophosphatemic diseases, between osteocytes isolated from the control mice, as well as non–*Fgf23*-expressing osteocytes and *Fgf23*-expressing osteocytes isolated from the calcitriol-treated mice. *Fgf23*-expressing osteocytes showed higher expression levels of *Dmp1*, *Fam20c*, and *Phex* genes (Figure 5A). 

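*Fam20c* (ENSMUSG00000025854) lies on chromosome 5 of GRCm38 from 138754514 to 138810077. In the *Fgf23*-expressing osteocyte-like cells, *Dmp1* was at 19587 CPM, *Fam20c* at 1402 CPM and *Phex* at 3468 CPM. The log2 ratios over the 184 calcitriol-injected osteocyte-like cells without *Fgf23* were 2.83 [2.77, 2.89] for *Dmp1*, 1.83 [1.64, 2.03] for *Fam20c* and 3.00 [2.86, 3.14] for *Phex*. Over the 80 untreated osteocyte-like cells, they were 3.05 [2.98, 3.12] for *Dmp1*, 2.17 [1.94, 2.41] for *Fam20c* and 3.25 [3.07, 3.43] for *Phex*. *Dmp1* and *Phex* had named the cluster. With the tested genes left out of the clustering, the ratios over the cells without *Fgf23* were 3.46 for *Dmp1*, 2.11 for *Fam20c* and 3.69 for *Phex*. That cluster was larger and was still named with *Dmp1* and *Phex* among its markers, so these ratios are no independent check. The cluster was mixed, and a resolution of 1.2, which gave 24 untreated and 70 calcitriol-injected osteocyte-like cells, moved the median of the 3 genes most, from 2.83 to 1.18. Among cells of the cluster with UMIs of at least 2 of the 3 marker genes, a choice made after seeing the data, the log2 ratios were 1.24 [1.19, 1.30] for *Dmp1*, 0.74 [0.53, 0.94] for *Fam20c*, with an interval of [1.36, 1.64] for *Phex*. With each of the 8 cells left out in turn, the median over the cells without *Fgf23* stayed between 2.45 and 2.94. Of the 4010 UMIs of *Dmp1* in the 8 cells, 1993 came from 1 cell.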

In the calcitriol-injected group, *Dmp1* mRNA levels in cells isolated from femurs were higher than in the control group as measured by real-time quantitative PCR (Supplementary Figure S3). We further compared gene expression profiles in these osteocytes. The expression levels of several genes that are known to be enhanced by 1,25-dihydroxyvitamin D_3_, such as *Cap1*, *Ccnd2*, *Dnmt3a*, *Dyrk3*, *Il12a*, *Il4i1*, *Mxd1*, *Pdgfa*, *Serinc2*, *Sulf2*, *Timp1*, *Tmem37*, and *Vdr,* were increased by calcitriol in *Fgf23*-expressing osteocytes compared with untreated osteocytes (Zhang et al., 1995; Timms et al., 2002; Satoh et al., 2005; Wang et al., 2005; An et al., 2010; Ramagopalan et al., 2010; Heikkinen et al., 2011; Salehi-Tabar et al., 2012; Ding et al., 2013; Goeman et al., 2014; Ryynänen et al., 2014; Seuter et al., 2014; Salehi-Tabar et al., 2019; Fernández-Barral et al., 2020). 

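The 13 genes were compared by the median of their log2 ratios. In the *Fgf23*-expressing osteocyte-like cells, this median over the untreated osteocyte-like cells was 3.34 [3.05, 4.21], and 13 of 13 genes were higher. The paper lists these genes as known to be induced by vitamin D and as raised in this comparison of the same libraries. It does not say how they were chosen among such genes, so the high median is no independent result. *Il4i1* (ENSMUSG00000074141, chromosome 7 of GRCm38, 44816387 to 44840809) had the largest measured ratio, 7.05 [5.79, 8.70], with 131 UMIs in 6 of the 8 cells. *Ccnd2* followed with 4.16 [3.67, 4.67], and *Dnmt3a* was lowest with 2.04 [1.16, 2.91]. *Il12a*, *Serinc2* and *Tmem37* had 0 UMIs in the untreated osteocyte-like cells, and were at least 74.1-fold, 37.1-fold and 30.3-fold higher. Leaving the tested genes out of the clustering moved the median most, to 3.95, and choosing osteocyte-like cells by their marker UMIs gave the lowest median, 2.79. The same 13 genes were also higher than in calcitriol-injected osteocyte-like cells without *Fgf23*, by a median of 3.16 [2.53, 3.41]. *Smap2*, which is also drawn in Figure 5B, had a log2 ratio of 1.69 [0.95, 2.40] over the untreated cells.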

The expression of *Igfbp7* and *Fn1* genes, which are also known to be suppressed by 1,25-dihydroxyvitamin D_3_, was decreased by calcitriol in *Fgf23*-expressing osteocytes (Shang et al., 2000; Zhang et al., 2008; Satoh and Tabunoki., 2013) (Figure 5B). 

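*Igfbp7* (ENSMUSG00000036256, chromosome 5 of GRCm38, 77349240 to 77408041) had 5 UMIs in the 8 *Fgf23*-expressing osteocyte-like cells and 1286 UMIs in the untreated osteocyte-like cells, a log2 ratio of -5.67 [-7.29, -4.44]. *Fn1* (ENSMUSG00000026193, chromosome 1, 71585520 to 71653200) had 17 against 3394 UMIs, a log2 ratio of -5.30 [-6.08, -4.62]. Their median was -5.49 [-6.55, -4.91], and with a resolution of 1.2, the setting that moved it most, it was -1.44.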

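The same comparison was made for the 184 calcitriol-injected osteocyte-like cells without UMIs of *Fgf23*, against the 80 untreated osteocyte-like cells. Of the 13 induced genes, *Tmem37* had 1 UMI in these cells and 0 in the untreated cells, and gave no ratio. The median log2 ratio of the other 12, with *Il12a* and *Serinc2* at their bounds, was 0.73 [0.45, 1.05], and 12 of 12 were higher. The paper reports the genes as raised in *Fgf23*-expressing osteocytes over untreated ones, and does not say how they were chosen. A choice by that rise would by itself lift this median. These are ratios of UMIs summed over cells, while Figure 5B draws expression per cell. *Il4i1* had the largest ratio, 3.28 [2.01, 4.93], with 107 against 5 UMIs, and was detected in 7.61% of the 184 cells. The intervals of *Cap1*, *Dnmt3a*, *Dyrk3* and *Mxd1* spanned 0. With cells thinned to 2000 UMIs, 9 genes gave a ratio, 5 of the 9 were higher, and their median was 0.0279 [-0.21, 0.83]. The unthinned median of the same 9 genes was 0.65. *Igfbp7* and *Fn1* were lower than in the untreated cells, with log2 ratios of -0.75 [-0.85, -0.64] and -0.70 [-0.77, -0.64]. With a resolution of 1.2 both changed direction, to 0.32 [-0.53, 1.24] for *Igfbp7* and 0.41 [-0.0409, 0.88] for *Fn1*. With osteocyte-like cells chosen by their marker UMIs, *Igfbp7* was higher, at 0.52 [0.33, 0.72], and *Fn1* was at -0.0880 [-0.15, -0.0237].

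**Figure D3:**
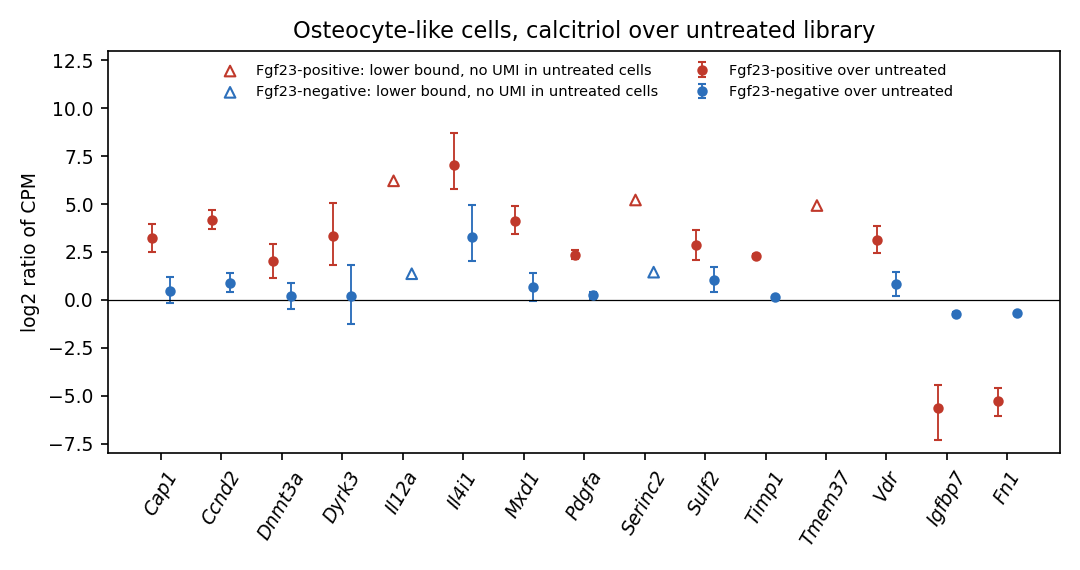
Log2 ratio of CPM over untreated osteocyte-like cells for the 13 induced genes, *Igfbp7* and *Fn1*, in osteocyte-like cells of the calcitriol-injected group with and without *Fgf23*. Bars are exact 95% intervals for counting error, and bounds against a floor of 3 counts are drawn without bars. The cells with *Fgf23* lie farther from 0 than the cells without it for each gene with both values.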

The expression levels of these genes were not influenced in osteocytes lacking *Fgf23* expression even after calcitriol injection (Figure 5B).

**FIGURE 5:**
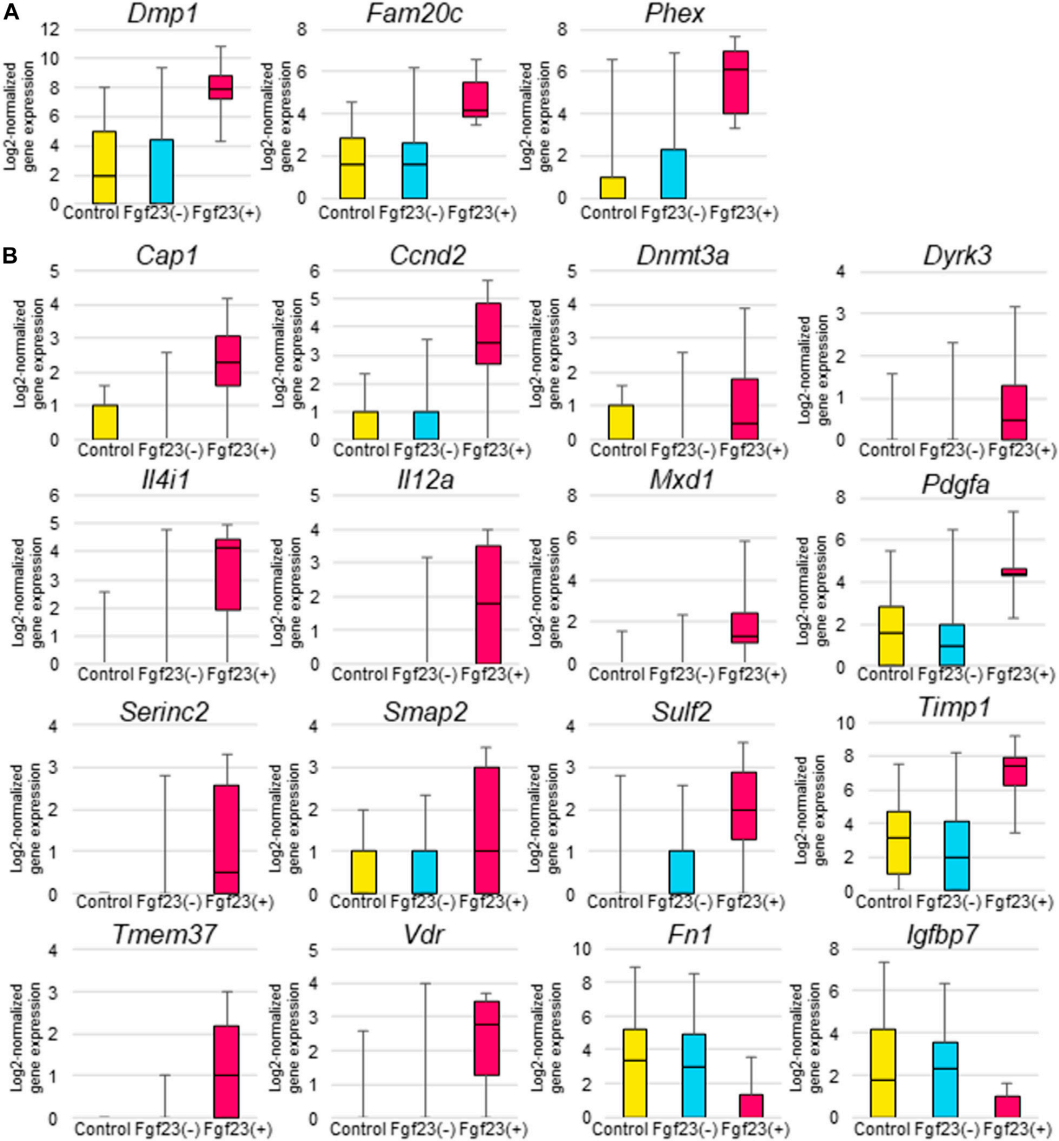
Comparison of gene expression levels among *Fgf23*-expressing osteocytes and non-*Fgf23*-expressing osteocytes from femurs of untreated or calcitriol-injected mice. **(A)** Box-and-whisker plots indicate *Dmp1*, *Fam20c*, and *Phex* gene expression in osteocytes from untreated mice, non-*Fgf23*-expressing osteocytes from calcitriol-injected mice, and *Fgf23*-expressing osteocytes from calcitriol-injected mice. The Y-axes of the plots show log2-normalized gene expression values. **(B)** Box-and-whisker plots indicate 1,25-dihydroxyvitamin D_3_–stimulated gene expression in untreated osteocytes from untreated mice, non-*Fgf23*-expressing osteocytes from calcitriol-injected mice, and *Fgf23*-expressing osteocytes from calcitriol-injected mice. The vertical axes of the plots show log2-normalized gene expression values.

## Discussion

Osteocytes are embedded in the mineralized bone matrix, connecting and interacting with each other *via* gap junctions and through a bone fluid flow (Parfitt, 1977; Kamioka et al., 2001). One of the distinguishing characteristics of osteocytes is their lifespan, which can extend up to several decades in the bone matrix (Lanyon, 1993). However, recent studies have demonstrated the role of osteocytes as secretory cells as well (Bonewald, 2011). Osteocytes can organize bone remodeling, control calcium and phosphate homeostasis, and transmit signals to distant tissues. Recent studies also show that they have high heterogeneity in gene expression. For example, matured and deeply embedded osteocytes express high level of sclerostin, which is the product of the *SOST* gene (Dallas et al., 2013).

In this study, we focused on the genetic definition of *Fgf23*-expressing osteocytes. FGF23 is already known to be expressed in bone cells, especially in osteocytes (Feng et al., 2006; Liu et al., 2006). In addition to FGF23, we know that some proteins specifically expressed in osteocytes play critical roles in phosphate homeostasis, for example, PHEX and DMP1 (Bonewald, 2007; Bonewald and Johnson., 2008). *Dmp1*, *Mepe*, and *Phex* are highly expressed in osteocytes compared with osteoblasts or other cell types (Petersen et al., 2000; Gluhak-Heinrich et al., 2003; Kalajzic et al., 2004; Lu et al., 2004; Dallas et al., 2013). We were able to detect *Dmp1*, *Mepe*, and *Phex* expression specifically in osteocytes using *in situ* hybridization (Figure 1). By using these genes as marker genes, we could define osteocytes in scRNA-seq analysis (Figure 3).

To characterize femoral cells including osteocytes, we used the scRNA-seq technology. Ayturk et al. performed scRNA-seq using neonatal mouse calvarial cells and compared the relative cell type abundance and the transcriptomes of freshly isolated cells. However, in this study, osteocytes were not detected from neonatal murine calvarial cells (Ayturk et al., 2020). This is probably because osteocytes are present in the bone matrix and it is difficult to isolate them. In our current study, we focused on osteocyte detection from murine femurs. We optimized the protocols for tissue disruption, enzyme digestion, and depletion of CD45^+^ cells by MACS protocol (Figure 2), and we were able to detect osteocytes as a cell cluster that was defined by osteocyte-specific marker gene expression (Figure 3A). In addition, we defined other cell types using marker genes for osteoblasts, chondrocytes, hematopoietic stem cells, endothelial cells, smooth muscle cells, and red blood cells (Figure 3B). We obtained transcriptome profiles of murine femurs and analyzed characteristics of each cell type (Figure 3).

FGF23 is normally expressed at considerably low levels in osteocytes but its expression is considered to be increased in patients with hypophosphatemic rickets (Liu et al., 2006; Endo et al., 2008) and in patients with chronic kidney disease (Pereira et al., 2009). We could not detect *Fgf23*-expressing osteocytes by scRNA-seq from untreated murine femurs (Figure 4A). Our results are consistent with the previous reports.

To isolate *Fgf23*-expressing osteocytes, mice were injected with calcitriol. 1,25-dihydroxyvitamin D_3_ is known to induce expression of *Fgf23* in the osteocytes (Liu et al., 2006; Woo et al., 2011), suggesting a negative feedback system. The induction of *Fgf23* by 1,25-dihydroxyvitamin D_3_ is mediated by vitamin D receptor (Saji et al., 2010; Yashiro et al., 2020). In this study, *Vdr* gene expression was detected in osteoblasts, chondrocytes, and osteocytes (Figure 3A). It is known that *Vdr* is expressed in immature osteoblasts and chondrocytes (Wang et al., 2014). After calcitriol treatment, we could detect *Fgf23* expression in some cells that we had categorized as osteocytes (Figure 4A). Osteoblast and chondrocyte markers, *Bglap*, *Col2a1*, *Prg4*, and *Sox9* (Ducy et al., 1996; Bi et al., 1999; Ikegawa et al., 2000) were downregulated in *Fgf23*-expressing cells compared with *Vdr*-expressing cells in control group (Figure 4G). From these results, it was presumed that calcitriol treatment enhanced differentiation of *Vdr*-expressing osteoblasts into osteocytes, and increased the number of *Fgf23*-expressing cells. 

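Osteocyte-like cells made up 1.82% [1.45, 2.26] of the untreated and 5.20% [4.51, 5.96] of the calcitriol-injected cells left after the filters. With the tested genes left out of the clustering, these shares were 2.62% and 6.82%, and with a resolution of 1.2, which moved them most, 0.546% and 1.90%. Osteoblast-like cells made up 7.83% [7.05, 8.66] and 8.96% [8.06, 9.93] of the cells. These shares depend on the other classes, of which erythroid-like cells fell from 52.5% to 11.8% and chondrocyte-like cells rose from 10.5% to 29.3%. The paper starts from *Vdr* in osteoblasts, chondrocytes and osteocytes, from *Fgf23* in some osteocytes after calcitriol, and from the lower osteoblast and chondrocyte markers in the latter. It presumes that calcitriol made more *Vdr*-expressing osteoblasts become osteocytes and raised the number of cells with *Fgf23*.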

VDR is important in the late stage of osteogenic differentiation (Yang et al., 2018). Our results are consistent with the previous reports.

To genetically characterize *Fgf23*-expressing osteocytes, we analyzed the gene expressions regulating *Fgf23* expression. DMP1, PHEX, and FAM20C proteins are highly expressed in osteocytes and regulate FGF23 production and bone mineralization (Francis et al., 1995; Thompson et al., 2002; Bonewald, 2007; Kinoshita et al., 2014). In *Fgf23*-expressing osteocytes responding to calcitriol treatment, the expression of *Dmp1*, *Phex*, and *Fam20c* was higher than in non-*Fgf23*-expressing osteocytes (Figure 5A). However, the expression levels of these genes were variable in osteocytes from the untreated mice. It is probable that some osteocytes in untreated mice had expression levels of *Dmp1, Phex,* and *Fam20c* that were similar to those in *Fgf23-*expressing osteocytes. 

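The lowest values among the 8 *Fgf23*-expressing osteocyte-like cells were 20 UMIs of *Dmp1*, 11 UMIs of *Fam20c* and 9 UMIs of *Phex*, and the medians of these cells were 297.5, 19.5 and 74 UMIs. Among the 80 untreated osteocyte-like cells, 27 cells reached the lowest value for *Dmp1*, 10 cells for *Fam20c* and 9 cells for *Phex*. All 3 values were reached by 5 untreated cells (6.25%) and by 10 of the 184 calcitriol-injected osteocyte-like cells without *Fgf23* (5.43%). All 3 medians were reached by 0 of the 80 untreated cells. These are raw counts without a correction for depth. The lowest values of *Dmp1* and *Phex* came from the *Fgf23*-expressing cell with the fewest UMIs (7506), where the untreated cells had a median of 10824 UMIs.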

Since there have been no previous reports indicating that 1,25-dihydroxyvitamin D_3_ upregulates the expression of these genes, these results suggest that there is a population of osteocytes with higher expression levels of *Dmp1, Phex,* and *Fam20c* that can produce FGF23 in response to 1,25-dihydroxyvitamin D_3_.

Mutations in *PHEX*, *DMP1*, and *FAM20C* have been reported to be responsible for FGF23-related hypophosphatemia. Inactivating mutations in these genes cause the hypophosphatemic diseases X-linked hypophosphatemic rickets, autosomal recessive hypophosphatemic rickets 1, and Raine syndrome, respectively (George et al., 1993; Francis et al., 1995; Feng et al., 2006; Simpson et al., 2007). Therefore, it seems rather paradoxical that FGF23*-*producing osteocytes also express these genes. However, serial analysis of gene expression identified *DMP1* and *PHEX* as overexpressed genes in tumors responsible for tumor-induced osteomalacia and secreting FGF23 (De Beur et al., 2002). Additionally, *Dmp1* and *Fam20c* expression levels were higher in osteocytes from Hyp mice compared with those from wild-type mice (Miyagawa et al., 2014). While the detailed mechanism is unclear, our results suggest that PHEX, DMP1, and FAM20C are involved in the regulation of FGF23 production in a cell-autonomous manner.

There are several limitations in our study. Osteocytes make up 90%–95% of cells in the bone tissue (Bonewald, 2007), However, the number of isolated osteocytes and *Fgf23*-expressing osteocytes were small. Since isolation of single cells from bones is a time-consuming procedure, it is possible that the gene expression profiles of isolated cells are different from their profiles *in vivo*. Additionally, we could not detect *Fgf23* expression in bone cells in untreated mice. Further refinement of the methods for preparing bone cells would be necessary to address these issues.

In this study, we detail the first report of *Fgf23*-expressing osteocytes isolated using scRNA-seq. We also show that osteocytes are heterogeneous with respect to their responsiveness to 1,25-dihydroxyvitamin D_3_, and sensitivity to active vitamin D is one of the characteristics of osteocytes with *Fgf23* expression. It is likely that there is a subpopulation of osteocytes which expresses several genes, including *Fgf23*, that can affect phosphate metabolism.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/search/all/?term=GSE220836.

# Supplementary material for: Single-cell RNA sequencing identifies Fgf23-expressing osteocytes in response to 1,25-dihydroxyvitamin D3 treatment
**Source:** Front Physiol. 2023 Jan 27;14:1102751. doi: 10.3389/fphys.2023.1102751
**Supplement:** Supplementary file 1

## Supplementary Material

### Supplementary Figures

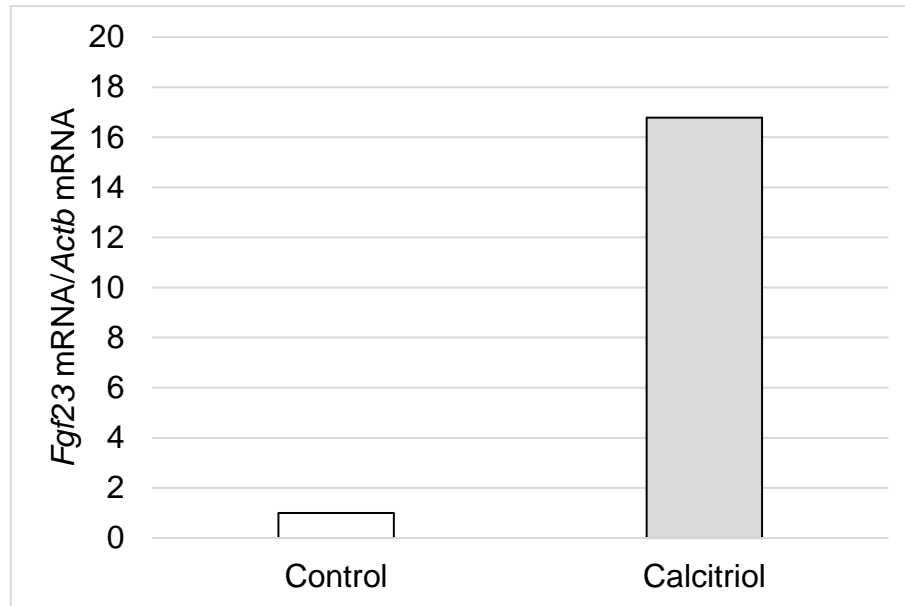

**Supplementary Figure 1 Quantification of Fgf23 mRNA in isolated mouse femoral cells by real-time quantitative PCR.** Expression of *Fgf23* was measured in isolated femoral cells from untreated (control) or calcitriol-treated C57BL/6J mice by real-time quantitative PCR. *Fgf23* expression levels were normalized by *Actb* gene expressions. Expression levels were expressed relative to the control group.

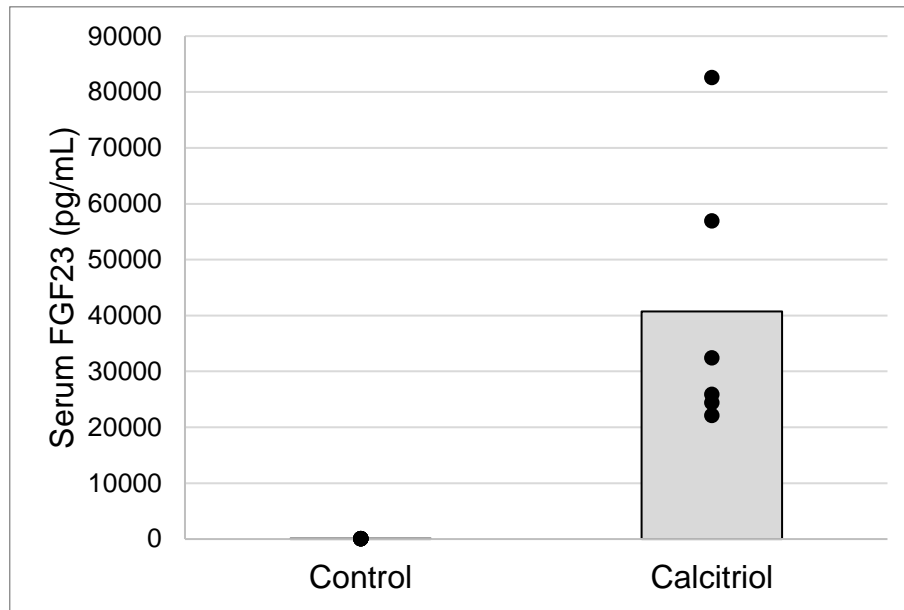

**Supplementary Figure 2 Serum FGF23 levels in control and calcitriol-treated mice.**

Concentrations of circulating FGF23 in untreated (control) mice or calcitriol-treated mice (24 h after the third injection of calcitriol) were analyzed using an FGF23 ELISA kit.

ELISA, Enzyme-linked immuno-sorbent assay

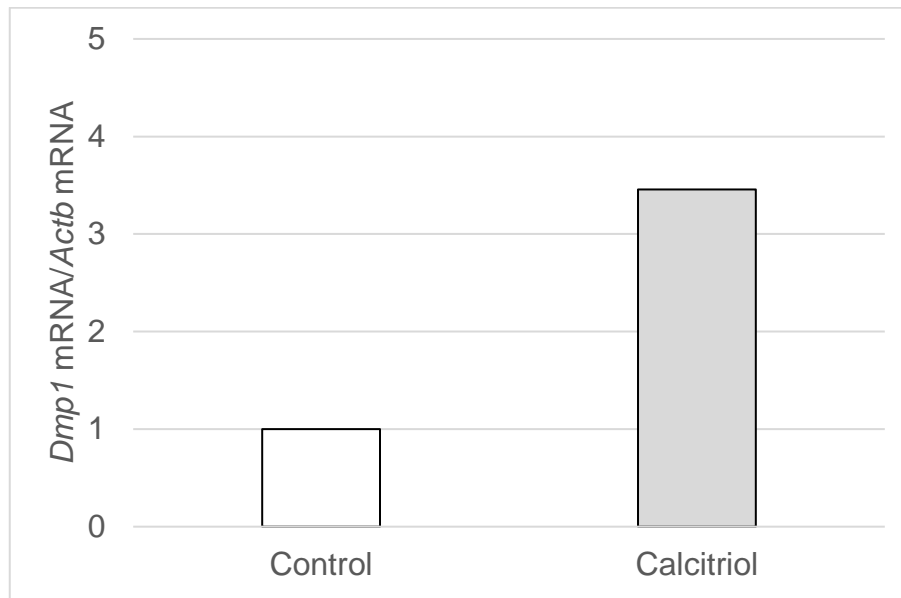

**Supplementary Figure 3 Quantification of *Dmp1* mRNA in isolated mouse femoral cells by real-time quantitative PCR.** Expression of *Dmp1* was measured in isolated femoral cells from untreated (control) or calcitriol-treated C57BL/6J mice by real-time quantitative PCR. *Dmp1* expression levels were normalized by *Actb* gene expressions. Expression levels were expressed relative to the control group.

How the deposited data were processed for this re-analysis (not part of the article)

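The authors deposited, per library, the matrix of counts that Cell Ranger 4.0.0 had filtered, and these UMI counts were used without another normalization upstream. The gene names in the matrices are those of the files, and gene coordinates were taken from the GENCODE annotation of GRCm38 by Ensembl identifier. That annotation may not be the release the authors used, and it entered only the coordinates. Barcodes with fewer than 200 genes were left out. Each library was log-normalized, its 2000 most variable genes were scaled, and its cells were clustered. The paper gives 3 limits on mitochondrial share, genes and UMIs and leaves open whether a cluster is left out past all of them or any of them. Clusters past all 3 were left out. The remaining cells of both libraries were integrated by Seurat's anchors and clustered with 30 principal components at resolution 0.8 (Seurat 5.3.0 in R 4.3.3; the authors used Seurat 3.2.2). All other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.

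Clusters were named from marker lists fixed beforehand. A marker was counted when it was detected in at least 10% of the cluster's cells and was at least 2-fold higher than in all other clusters together, with a pseudocount of 10 CPM and at least 50 UMIs. A class was given to a cluster with at least 3 of its markers and more than of any other class. A class was also given where its markers led the 10 genes with the largest ratio, and other clusters were left unnamed. The rule was set after the clusters had been seen. An unnamed cluster of 41 cells, led by *S100a9* and *S100a8*, is not covered by the rule as written. It was left unnamed although 5 markers were counted in it and 5 of its 10 leading genes were markers. With 20 principal components, a cluster led by the same genes was named neutrophil. By the number of markers alone, the osteocyte-like cluster would have counted as osteoblast-like, since it holds more of the longer osteoblast list. The classes are those of whole clusters, and cells within a cluster differ.

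Expression in a group was the sum of a gene's UMIs over the sum of all UMIs, in CPM. Intervals at the 95% level were exact (Poisson for sums, conditional binomial for ratios, Clopper-Pearson for shares) and cover counting error only. A ratio against 0 UMIs used a floor of 3 counts and is a bound. Upper limits for a count of 0 were 3 counts over the number of cells or of UMIs, unless they are called exact. No p-value was computed, since each group is 1 library. The median log2 ratio of each list of stress genes was compared with 10000 random lists of genes with matched expression, each gene drawn from the 100 nearest, which describes these libraries only. The same comparison had been planned for the vitamin D genes of the paper and is not given. The reason is that the paper reports these genes as changed in the same libraries and does not say how they were chosen. Intervals of list medians came from 2000 Poisson resamplings. Box plots of the paper were compared on the scale log2(1 + UMI). Doublets were scored against simulated pairs, 2 per cell, in 30 components, at an expected rate of 0.8% per 1000 cells.

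The genes named are those the paper names for the single-cell data, the vitamin D target genes *Cyp24a1*, *Tnfsf11*, *Spp1*, *Enpp1*, *Trpv6* and *Gc*, and the ends of rankings. The rankings took the 10 largest and 10 smallest ratios between *Fgf23*-expressing and other osteocyte-like cells among genes with at least 20 UMIs, and the 5 largest and 5 smallest between the groups in osteoblast-like, chondrocyte-like and osteocyte-like cells among genes with at least 50 UMIs and a UMI in at least 10% of the cells of a library. For the largest ratios of the former, a UMI was required in at least 50.0% of the *Fgf23*-expressing cells. Mitochondrial and haemoglobin genes were left out of the rankings. A list of glucocorticoid-response genes and a list of dissociation-stress genes were added after the rankings had been seen and before the values of the lists were computed.

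Each choice was varied alone: the resolution, the number of components, the integration, the reading of the 3 limits, the variable genes without the tested genes, the removal of doublets, the choice of osteocyte-like cells by marker UMIs, thinning to 2000 UMIs, the mean of the cells' own CPM, totals without haemoglobin and mitochondrial genes, and 2 UMIs of *Fgf23* as the limit for a cell. Sequencing reads, real-time PCR, serum FGF23 and in situ hybridization were not analysed here.

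The ratios and lists were tested on simulated data for calcitriol-injected over untreated osteocyte-like cells, with 200 of 8585 genes changed. The simulated counts were pooled Poisson counts, the model that the intervals assume, without variation between cells. The intervals covered the true ratio for 96.1% of the genes, and the changes were recovered for 100% of the changed genes. These values check the computation only. They do not show how the intervals behave for the few *Fgf23*-expressing cells, or where a few cells hold most UMIs of a gene. Of the unchanged lists, 3 of 100 lay above 97.5% of the random lists.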

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

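The tests of other explanations in this part were chosen after the results were seen, while the thinning of cells and the choice of *Spp1* had been set beforehand. *Vdr* was singled out because the calcitriol library moved away from the untreated library in opposite directions in different cell classes. Its log2 ratio was 1.49 in the osteoblast-like cells and -0.57 in the chondrocyte-like cells. With 1 library per group, the difference between the classes was not tested. In the osteoblast-like cells, the log2 ratio was 1.19 with all cells thinned to one depth and 1.38 with the clusters of the class held at their untreated weights, which argues against depth and against the makeup of the class as the whole cause. In the chondrocyte-like cells, the log2 ratio was -0.23 when thinned, on 10 and 5 UMIs, and -0.26 with the clusters at their untreated weights, and the intervals within the 4 clusters spanned 0. There, depth and makeup cannot be told apart from a change within the cells, since too few UMIs are left to decide. A response of osteoblast-like cells to calcitriol that raises *Vdr* may explain the first value. It stays a hypothesis, because a difference in the handling of the pooled libraries was not excluded.

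*Galnt15* (ENSMUSG00000021903, chromosome 14 of GRCm38, 32028989 to 32062197) was singled out because the paper does not discuss it and its signal lay above that of the untreated library. It had the largest rise among the genes ranked in osteoblast-like cells, with 1 UMI in the 344 untreated cells and 243 UMIs in 82 of the 331 calcitriol-injected cells (24.8%), a log2 ratio of 7.91 [5.42, 13.22]. Free RNA would raise it in all classes, but 0.691% of the erythroid-like cells of the same library held a UMI, at a median depth of 9865 UMIs per cell against 16609 in the osteoblast-like cells. With cells thinned to one depth, 0 UMIs were left in the untreated cells and the log2 ratio was at least 3.48, so that depth is not the whole cause. RNA of mesenchymal-like cells would have to bring their other transcripts, and over the 8 markers of these cells the median of the level seen over the level needed was 0.375. *Clec3b* was at 0.904 CPM where 79.3 CPM were needed, and *Pi16* at 0.151 CPM where 9.38 CPM were needed. *Pdgfra*, *Gsn* and *Dcn* were above the level needed, but 3 of the 8 markers alone do not make up such cells. *Galnt15* was also higher in the chondrocyte-like (3.44), osteocyte-like (3.68), mesenchymal-like (2.81) and endothelial-like cells (1.36). A change in the cells themselves is a candidate explanation. Calcitriol and the injection itself remain open as its origin, because the untreated mice had no injections.

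*Spp1* (ENSMUSG00000029304, chromosome 5 of GRCm38, 104435118 to 104441050), one of the vitamin D target genes named beforehand, was singled out because the paper does not report it and its signal in osteoblast-like cells lay above that of the untreated library. It rose from 9621 to 46831 CPM, a log2 ratio of 2.28. The tables argue against free RNA as the main source, since erythroid-like cells of the calcitriol library held a mean of 0.652 UMIs and osteoblast-like cells a mean of 939 UMIs. The log2 ratio was 2.37 with cells thinned to one depth and 2.19 with the clusters at their untreated weights. Had the RNA come from osteocyte-like cells, *Mepe* would have come with it, but *Mepe* was at 0.111 of the level needed. The rise was not limited to osteoblast-like cells. *Spp1* was also higher in 3 of the 4 chondrocyte-like clusters (0.93, 0.29 and 1.05), was lower in the other (-0.36), and was higher in both mesenchymal-like clusters (3.05 and 1.29). Part of the spread to other classes may come from free RNA, since the thinned share of erythroid-like cells with a UMI of *Spp1* rose from 3.26% to 11.3%, and the median of the mesenchymal-like cells of the calcitriol library was 1 UMI. A response to calcitriol may explain the rise in osteoblast-like cells, as a hypothesis found and tested on the same pair of libraries.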

How the results depend on the processing

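The alternatives were fixed before the data were examined, except a pair chosen after seeing the data: taking only the cells of the osteocyte-like cluster with UMIs of at least 2 of *Dmp1*, *Mepe* and *Phex*, and leaving out the *Fgf23*-expressing cell with endothelial UMIs. No paired analysis was possible because each group was 1 library of pooled mice. Over 28 main comparisons, 154 of 241 alternative values stayed close to the value reported (within its counting interval, or within 1.5 times where there is none and for counts), 87 moved and 0 changed direction. Many of these comparisons are counts, shares of cells or numbers of genes, for which a change of direction was not possible. Over 46 single genes, 357 of 603 stayed close, 222 moved and 24 changed direction, where a change of direction was counted only if the interval of the value reported excluded 0. Where that interval spanned 0, the sign also changed for *Prg4* in *Fgf23*-expressing over *Vdr*-expressing untreated cells (up to 0.73) and, in cells without *Fgf23* over untreated cells, for *Dnmt3a* (down to -0.95), *Dyrk3* (down to -0.70) and *Mxd1* (down to -0.81). *Dnmt3a* was lower, with an interval below 0, at -0.69 [-1.26, -0.13], with osteocyte-like cells taken from any cluster by their marker UMIs. Except where a cause is named, the cause was not tested.

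The number of clusters lay between 18 and 28 over 7 alternatives. The log2 ratio of *Vdr* stayed between -0.59 and -0.18 in chondrocyte-like cells and between 0.81 and 1.26 in osteocyte-like cells. With a resolution of 1.2, with clusters left out on any of the 3 limits and with the tested genes left out, the cluster that by its top genes matches the largest chondrocyte-like cluster was left unnamed, so that the share and the *Vdr* ratio of chondrocyte-like cells are there those of a smaller class. The median of the 13 induced genes in *Fgf23*-expressing cells over untreated cells stayed between 2.79 and 3.95 over 12 alternatives. Leaving out the cell with endothelial UMIs, counting a cell from 2 UMIs of *Fgf23* on, and totals without haemoglobin and mitochondrial genes moved none of the main comparisons. In what follows, the 3-gene median is that of *Dmp1*, *Fam20c* and *Phex*, the 4-gene median is that of *Bglap*, *Col2a1*, *Prg4* and *Sox9* over *Vdr*-expressing untreated cells, and the induced and suppressed medians are those of the vitamin D genes.

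The median number of genes per barcode was 1584 (untreated) and 2717.5 (calcitriol) with at least 200 genes, and 1685.5 and 2808 after the filter on clusters, since barcodes with few genes were then left out.

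With a resolution of 1.2, the osteocyte-like share was 0.546% and 1.90% (untreated and calcitriol), the osteoblast-like share 9.47% and 13.1%, and the chondrocyte-like share 5.71% and 13.2%. *Sost* was detected in 37.5% and 48.6% of the osteocyte-like cells, with a log2 ratio of 0.35. *Vdr* in osteoblast-like cells was at 1.24. The 4-gene median was -4.77, and the 3-gene median 1.18 over cells without *Fgf23* and 1.22 over untreated cells. The induced median was 3.02 over untreated cells and 2.00 over cells without *Fgf23*, and the suppressed median -1.44. In cells without *Fgf23* over untreated cells, *Phex* changed to -0.30, *Igfbp7* to 0.32 and *Fn1* to 0.41. Leaving out doublets gave the same osteocyte-like cells and therefore the same values for *Sost*, these medians and these 3 genes. Its osteocyte-like share was 0.573% and 1.96%, and its osteoblast-like share 9.43% and 12.5%.

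When a cluster was left out on any of the 3 limits, fewer erythroid-like cells were kept, 32.4% and 2.37% of the cells. The osteocyte-like share was 2.56% in untreated cells, the osteoblast-like share 11.3% and 10.1%, and the chondrocyte-like share 8.06% and 14.7%. The 3-gene median over cells without *Fgf23* was 2.75.

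With the tested genes left out of the variable genes, the osteocyte-like share was 2.62% and 6.82% and the chondrocyte-like share 5.19% and 12.4%. The 3-gene median was 3.46 over cells without *Fgf23* and 3.79 over untreated cells. In cells without *Fgf23*, *Sox9* changed to 0.15 over *Vdr*-expressing cells, and *Fam20c* to -0.41 and *Timp1* to -0.17 over untreated cells.

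With a resolution of 0.5, the osteocyte-like share was 5.98% in calcitriol-injected cells, the 4-gene median -4.73, and the 3-gene median 3.13 over cells without *Fgf23* and 3.55 over untreated cells. In cells without *Fgf23*, *Fam20c* changed to -0.37 and *Timp1* to -0.0507. With 20 principal components, the 3-gene median was 3.13 and 3.54, and in cells without *Fgf23* *Fam20c* changed to -0.34 and *Timp1* to -0.11. With libraries merged without integration, the osteoblast-like share was 10.7% and 12.5%, the erythroid-like share 45.6% in untreated cells, and the 3-gene median over cells without *Fgf23* 2.89.

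With osteocyte-like cells taken from any cluster by UMIs of at least 2 of *Dmp1*, *Mepe* and *Phex*, 13 such cells expressed *Fgf23*, and *Sost* was detected in 30.8% of the calcitriol-injected cells. The 4-gene median was -0.0577, and *Col2a1* changed to 0.98 because 1 chondrocyte-like cell scored as a doublet held 3260 of 3264 UMIs. The 3-gene median was 1.21 over cells without *Fgf23* and 2.01 over untreated cells. The induced median was 2.79 over untreated cells and 1.44 over cells without *Fgf23*, and the suppressed median -2.18. In cells without *Fgf23*, *Col2a1* changed to 0.67 and *Sox9* to 0.22 over *Vdr*-expressing cells, and *Igfbp7* to 0.52 over untreated cells.

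With the cells of the cluster that had UMIs of at least 2 of these 3 genes, *Sost* was detected in 30.8% and 43.1% of the cells. The 3-gene median was 1.24 over cells without *Fgf23* and 1.38 over untreated cells, which follows from removing the cells with the lowest counts of *Dmp1* and *Phex*. The induced median was 3.02 over untreated cells and 2.11 over cells without *Fgf23*, the suppressed median -2.60, and the induced median of cells without *Fgf23* over untreated cells 1.09. *Phex* in cells without *Fgf23* changed to -0.12.

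With cells thinned to 2000 UMIs, *Sost* was detected in 8.06% of the calcitriol-injected osteocyte-like cells, with a log2 ratio of 0.22. *Vdr* in osteoblast-like cells was at 1.19, the 4-gene median at -4.12, and the 3-gene median at 2.53 over cells without *Fgf23* and 2.11 over untreated cells. The induced median over untreated cells was 2.91, the suppressed median -4.53, and the induced median of cells without *Fgf23* 0.0279. In these cells, *Dmp1* changed to -0.42, *Phex* to -0.00203, *Pdgfa* to -0.0546 and *Sulf2* to -0.30 over untreated cells. Thinning leaves few UMIs, and *Dyrk3*, *Il12a*, *Serinc2* and *Tmem37* gave no ratio over untreated cells in *Fgf23*-expressing cells, nor did *Dyrk3*, *Il12a* and *Serinc2* in cells without *Fgf23*.

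With the mean of the cells' own CPM, the 4-gene median was -4.59, the 3-gene median 2.59 over cells without *Fgf23* and 2.33 over untreated cells, the induced median 3.01 and the suppressed median -4.38. In cells without *Fgf23*, *Dmp1* changed to -0.26 and *Timp1* to -0.0910.

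Among the 80 untreated osteocyte-like cells, a gene with 0 UMIs could still have been present at up to 2.90 CPM, and *Il12a*, *Serinc2* and *Tmem37* therefore have bounds, not ratios. With *Fgf23*-expressing cells left out one at a time, the induced median over untreated cells stayed between 3.21 and 3.58, the suppressed median between -6.20 and -5.17, and the 3-gene median over untreated cells between 2.68 and 3.18.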

Differences from the paper's values

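The clustering at the setting used throughout gave 24 clusters where the paper gives 18. A resolution of 0.5, an alternative set before the data were examined, gave 18 clusters.

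The paper states that the vitamin D-responsive genes were not changed by calcitriol in osteocytes without *Fgf23*. That statement refers to box plots of expression per cell, while the ratios here are of UMIs summed over cells, which a few cells can drive. In the rebuilt osteocyte-like cluster, 12 of 12 induced genes with a ratio were higher in cells without *Fgf23* than in untreated cells, with a median log2 ratio of 0.73 [0.45, 1.05]. The tally was 5 of 9 with thinned cells, 9 of 12 with the mean of the cells' own CPM, 10 of 12 with a resolution of 0.5, with 20 principal components and with the tested genes left out of the variable genes, and 11 of 12 with a resolution of 1.2, with doublets left out and with osteocyte-like cells chosen by their marker UMIs. In the setting used throughout, *Igfbp7* (-0.75) and *Fn1* (-0.70) were lower. The mean of the cells' own CPM has no counting interval. Of the other alternatives set before the data were examined, only the thinning to 2000 UMIs brought the interval of the induced median across 0, at 0.0279 [-0.21, 0.83]. The medians of the other alternatives set beforehand lay between 0.49 and 0.90. For *Igfbp7* and *Fn1*, a resolution of 1.2 and leaving out doublets gave ratios whose intervals spanned 0, at 0.32 [-0.53, 1.24] and 0.41 [-0.0409, 0.88], as did the thinning for *Igfbp7*, at -0.29 [-0.59, 0.0164]. With osteocyte-like cells chosen by their marker UMIs, *Igfbp7* was higher, at 0.52 [0.33, 0.72], and *Fn1* was at -0.0880 [-0.15, -0.0237]. With the cells of the cluster that had UMIs of at least 2 of the 3 markers, chosen after seeing the values, the interval of *Fn1* also spanned 0, at -0.0249 [-0.41, 0.37]. The cells' median log2(1 + UMI) of *Igfbp7*, a scale inferred from the medians of the box plots and not settled by the legend, was 1.79 in untreated cells and 2.32 in cells without *Fgf23*, against about 1.8 and about 2.3 in Figure 5B, read by eye. The cells' medians of *Igfbp7* thus went in the opposite direction to its ratio of summed UMIs (-0.75).

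The paper states that *Vdr* was lower after calcitriol in one of the osteoblast clusters as well as in chondrocytes. In both rebuilt osteoblast-like clusters *Vdr* was higher, with log2 ratios of 1.39 and 1.37. Over 10 alternatives set before the data were examined, the log2 ratio of the class stayed between 1.19 and 1.64, and none of them gave a lower *Vdr* after calcitriol.

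The paper states that *Sost*-expressing cells were present to the same extent in both groups. In the osteocyte-like cluster, the shares of 11.3% and 18.2% had overlapping intervals, but the *Sost* level was higher after calcitriol by a log2 ratio of 1.05 [0.68, 1.44]. Over all kept cells, the shares were 0.273% and 1.06%. Thinning to 2000 UMIs (0.22 [-0.47, 0.96]), a resolution of 1.2 and leaving out doublets (0.35 [-0.0258, 0.73] for both) brought the interval of the ratio across 0.

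The paper lists *Prg4* among the markers that were lower in *Fgf23*-expressing osteocytes than in *Vdr*-expressing untreated osteocytes. Of the 4 markers it lists, 4 had a negative log2 ratio, but that of *Prg4* was -0.18 [-1.81, 1.37]. The alternatives with 20 principal components (-3.73), with libraries merged without integration (-4.78), with clusters left out on any of the 3 limits (-4.71) and with the tested genes left out of the variable genes (-3.88) gave intervals below 0. It was above 0, with intervals that spanned 0, with a resolution of 0.5 (0.73 [-0.87, 2.23]), with osteocyte-like cells chosen by their marker UMIs (0.36 [-1.03, 1.74]) and with thinned cells (0.42 [-3.17, 3.54]).

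The paper finds *Fgf23* in 1 osteoblast cluster and in a pair of clusters with *Ly6a* and *Pdgfra*, beside the osteocytes. In the rebuilt clusters, 10 and 4 cells with *Fgf23* lay in the osteoblast-like clusters with high *Bglap* and high *Postn*, and 4 cells lay in 1 mesenchymal-like cluster. The paper names the clusters with *Ly6a* and *Pdgfra* as hematopoietic stem cells. In the largest rebuilt cluster with both genes, *Ptprc* was detected in 0.0904% of the cells, and its markers were those of mesenchymal cells.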

Other observations

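The tests of other explanations and both lists of stress genes in this part were chosen after the results were seen, while the thinning of cells, the rule for the rankings and the vitamin D target genes had been set beforehand. The 8 *Fgf23*-expressing osteocyte-like cells held 67 UMIs of 8 endothelial marker genes. Of these, 97.0% (65 UMIs, from 7 of the 8 genes) lay in 1 cell, which held 158 UMIs of *Fgf23* and was not scored as a doublet. A droplet with an osteocyte and an endothelial cell is a candidate explanation for this cell. Without it, the induced median over untreated cells was 3.51, and 7 *Fgf23*-expressing cells were left. In addition, 129 UMIs of *Fcer1g* lay in 2 of the 8 cells. These held 88 and 41 UMIs of *Fcer1g* beside 107 and 96 UMIs of *Fgf23*, and neither was scored as a doublet. *Prf1* was detected in 4 of the 8 cells. Whether these transcripts came from another cell in the droplet was not tested.

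*Fgf23* was found in 14 osteoblast-like cells. Free RNA would give all classes a like share, but 0 of 740 endothelial-like and erythroid-like cells of the library held a UMI. The exact upper limit of their share, 0.497%, is below the lower bound of 2.33% for the osteoblast-like cells. Had osteocyte RNA brought the 62 UMIs of *Fgf23* into these 14 cells, 609 UMIs of *Mepe* would have come along, and 1 was seen. Expression by some osteoblast-like cells may therefore be considered, as a hypothesis.

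The 13 induced genes were higher in osteocyte-like cells with *Fgf23* than in those without it. With cells thinned to one depth, the median log2 ratio was 2.89 over the 11 genes that kept a ratio. Among cells with at least 2 of the 3 osteocyte markers it was 2.11 over all 13 genes. Neither depth nor cells without osteocyte markers are therefore the whole cause. For *Fam20c*, which had not named the cluster, the log2 ratio among cells with at least 2 of the markers was 0.74 [0.53, 0.94]. A link between *Fgf23* and the response to vitamin D within osteocytes may explain these values, but *Fgf23* itself is such a gene and chose the cells. The paper also reports the 13 genes as raised in these libraries and does not say how they were chosen.

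The induced genes were also higher in calcitriol-injected osteocyte-like cells without *Fgf23* than in untreated ones. The paper reports these genes as raised in *Fgf23*-expressing osteocytes over untreated ones, and does not say how they were chosen. The median among cells with at least 2 of the 3 markers was 1.09, but 0.0658 [-0.37, 0.76] when these cells were thinned, so that cells without osteocyte markers cannot be told apart as a cause, since few UMIs are left at one depth. With thinned cells the median was 0.0279 over the 9 genes that kept a ratio, and the same 9 genes had a median of 0.65 before thinning, so that the loss of genes is not the reason. Thinning leaves few UMIs, and its interval from -0.21 to 0.83 holds the value before thinning. The median depth was 10925 UMIs per cell in the cells without *Fgf23* and 10824 in the untreated cells. With the mean of the cells' own CPM, the median log2 ratio was 0.63, a value without a counting interval because its UMIs are reweighted. Both values argue against a difference in depth as the whole cause, but the thinned value does not settle it.

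*Prg4* was detected in 23.8% of the untreated and 52.1% of the calcitriol-injected osteocyte-like cells, and in 15.2% and 21.5% of them after thinning. Free RNA is a likely source. The thinned share of erythroid-like cells with a UMI of *Prg4* rose by 6.55 percentage points, from 1.45% to 8.00%, although these cells should lack it. Unthinned, the shares were 7.41% and 33.6% in erythroid-like, 17.6% and 41.2% in endothelial-like and 17.8% and 43.8% in smooth muscle-like cells.

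Erythroid-like cells made up 52.5% of the untreated and 11.8% of the calcitriol-injected cells. The handling of the pair of cell suspensions, such as the lysis of red blood cells, may explain this as well as calcitriol, and the causes cannot be told apart with 1 library per group. The shares of all other classes carry this limit.

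Genes known to respond to glucocorticoids, such as *Fkbp5* and *Klf15*, were seen among the genes that rose in the calcitriol library. A list of 10 others (*Tsc22d3*, *Zbtb16*, *Sgk1*, *Klf9*, *Per1*, *Errfi1*, *Ddit4*, *Cdkn1c*, *Mt2* and *Cebpd*) was then fixed before its values were computed. Its median log2 ratio was 0.67 in osteoblast-like, 0.58 in chondrocyte-like, 0.86 in osteocyte-like, 0.87 in mesenchymal-like and 0.78 in endothelial-like cells, at or above 99.99% of random lists with matched expression in each class. The list was higher in the calcitriol library by at least 0.58 in these 5 classes, and stress from handling or injection of the mice cannot be told apart from an effect of calcitriol, since no mice were injected with vehicle. A list of 10 genes of the dissociation stress (*Fos*, *Fosb*, *Jun*, *Junb*, *Egr1*, *Atf3*, *Ier2*, *Hspa1a*, *Hspa1b* and *Dusp1*) had medians of 0.30, 0.57, 0.53, 0.17 and 0.24 in the same order of classes. In the mesenchymal-like cells it lay above 77.0% of the random lists, and in the other 4 classes above 92.4% or more. Dissociation cannot be told apart in the 5 classes, since the medians of its genes were above 0 in each class. Calcitriol acting through *Vdr* in the same cells is hard to hold for the endothelial-like cells. Their median was 0.78 at 2.23 CPM of *Vdr* in the calcitriol library, although a low mRNA does not exclude the receptor. The mesenchymal-like cells had a median of 0.87 at 2.19 CPM, but there this explanation stays open. In their cluster with *Ly6a* and *Pdgfra*, 0 UMIs of *Vdr* were found in 438 untreated cells. In the calcitriol-injected group, 18 of 668 cells held 25 UMIs, and *Tnfsf11* and *Spp1* were also higher in the mesenchymal-like cells. In the other 3 classes, of which osteoblast-like cells had the most *Vdr* and a median of 0.67, this explanation stays open as well. None of the genes of either list is among the genes the paper names.

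Of the vitamin D target genes named beforehand, *Cyp24a1* had 0 UMIs in the untreated cells and 27 UMIs in 12 calcitriol-injected cells. *Tnfsf11* had log2 ratios of 1.37 [0.87, 1.90] in chondrocyte-like, 2.98 [1.79, 4.48] in mesenchymal-like, 0.54 [0.0158, 1.09] in osteocyte-like and 0.18 [0.0211, 0.35] in osteoblast-like cells. The value in osteocyte-like cells depended on the choice of cells. It was -0.11 [-0.69, 0.51] among cells of the cluster with UMIs of at least 2 of *Dmp1*, *Mepe* and *Phex*. With cells taken from any cluster by these UMIs, it was 1.12 [0.62, 1.66]. *Enpp1* had 1.37 in osteoblast-like cells. *Trpv6* and *Gc* had 0 UMIs in the osteocyte-like cells of both groups. *Mepe* rose from 4 to 494 UMIs in the osteoblast-like cells (6.93 [5.57, 8.82]), of which 492 UMIs lay in 9 of the 96 cells of the cluster with high *Bglap*.

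Between *Fgf23*-expressing and other osteocyte-like cells of the calcitriol library, the largest log2 ratios after *Fgf23* were those of *Prf1* (6.69), *Fam20a* (4.92), *Il12a* (4.85), *Adamtsl2* (4.48), *Unc119* (4.45), *Mmp14* (3.78), *Il4i1* (3.77), *Serinc2* (3.77) and *Tac4* (3.73). *Comp* (-10.26), *Ecrg4* (-8.27), *Chad* (-8.22), *Col2a1* (-7.94), *Snorc* (-7.47), *Ccdc80* (-6.42), *Cytl1* (-5.84) and *Rbp4* (-5.84) were lowest among genes with UMIs in both groups, and *Omd* and *Alpl* had 0 UMIs in the *Fgf23*-expressing cells. Many of the latter are genes of chondrocytes, and the cluster without *Fgf23* was mixed. With osteocyte-like cells taken by their marker UMIs, *Fam20a* (2.66) was again among the largest, and *Il12a* was at 2.59 [1.92, 3.28].

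Between the groups, the largest log2 ratios were those of *Galnt15*, *Cytl1* (6.23), *Hp* (4.21), *Btla* (3.71) and *Prg4* (3.67) in osteoblast-like cells, of *Klf15* (3.82), *Angptl7* (3.78), *Timp4* (3.69), *Galnt15* and *Lcn2* (3.11) in chondrocyte-like cells, and of *Il4i1* (4.31), *Hspb7* (3.69), *Galnt15*, *Foxa2* (3.56) and *Chil1* (3.50) in osteocyte-like cells. The lowest were *Stmn4* (-6.83), *Acta2* (-4.67), *Spon2* (-3.48), *Mfap3l* (-3.25) and *Col2a1* (-3.19) in osteoblast-like cells, *Tesc* (-3.57), *R3hdml* (-3.19), *Car2* (-3.09), *Spon2* (-2.90) and *Mki67* (-2.46) in chondrocyte-like cells, and *R3hdml* (-6.26), *Tnni2* (-3.59), *Sfrp5* (-3.42), *Col13a1* (-3.06) and *Il11* (-2.90) in osteocyte-like cells. These rankings have no replicate check.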
